# Pseudovibriamides from *Pseudovibrio* marine sponge bacteria promote flagellar motility via transcriptional modulation

**DOI:** 10.1128/mbio.03115-24

**Published:** 2024-12-27

**Authors:** Yitao Dai, Vitor Lourenzon, Laura P. Ióca, Dua Al-Smadi, Lydia Arnold, Ian McIntire, Roberto G. S. Berlinck, Alessandra S. Eustáquio

**Keywords:** flagellar motility, proteobacteria, secondary metabolite, transcriptomics, marine sponge

## Abstract

*Pseudovibrio* α-Proteobacteria have been repeatedly isolated from marine sponges and proposed to be beneficial to the host. Bacterial motility is known to contribute to host colonization. We have previously identified pseudovibriamides A and B, produced in culture by *Pseudovibrio brasiliensis* Ab134, and shown that pseudovibriamide A promotes flagellar motility. Pseudovibriamides are encoded in a hybrid nonribosomal peptide synthetase-polyketide synthase gene cluster that also includes several accessory genes. Pseudovibriamide A is a linear heptapeptide and pseudovibriamide B is a nonadepsipeptide derived from pseudovibriamide A. Here, we define the borders of the pseudovibriamides gene cluster, assign function to biosynthetic genes using reverse genetics, and test the hypothesis that pseudovibriamides impact motility by modulating gene transcription. RNA-sequencing transcriptomic analyses of strains having different compositions of pseudovibriamides suggested that both pseudovibriamides A and B affect genes potentially involved in motility, and that a compensatory mechanism is at play in mutants that produce only pseudovibriamide A, resulting in comparable flagellar motility as the wild type. The data gathered suggest that pseudovibriamides A and B have opposite roles in modulating a subset of genes, with pseudovibriamide B having a primary effect in gene activation, and pseudovibriamide A on inhibition. Finally, we observed many differentially expressed genes (up to 29% of the total gene number) indicating that pseudovibriamides have a global effect on transcription that goes beyond motility.

**IMPORTANCE:**

Marine sponges are found throughout the oceans from tropical coral reefs to polar sea floors, playing crucial roles in marine ecosystems. *Pseudovibrio* bacteria have been proposed to contribute to sponge health. We have previously shown that pseudovibriamides produced by *Pseudovibrio brasiliensis* promote bacterial motility, a behavior that is beneficial to bacterial survival and host colonization. The gene cluster that encodes pseudovibriamide biosynthesis is found in two-thirds of *Pseudovibrio* genomes. This gene cluster is also present in *Pseudomonas* bacteria that interact with terrestrial plants and animals. Here, we first assign functions to pseudovibriamide biosynthetic genes using reverse genetics. We then show that pseudovibriamides play a major role in transcriptional regulation, affecting up to 29% of *P. brasiliensis* genes, including motility genes. Thus, this work gives insights into pseudovibriamide biosynthesis and provides evidence that they are signaling molecules relevant to bacterial motility and to other yet-to-be-identified phenotypes.

## INTRODUCTION

Marine sponges are among the oldest animals on Earth (1). Their filter-feeding capacity contributes to biogeochemical cycling and they are also involved in habitat formation, properties that are critical to marine ecology (2). In a bulk nutrient-depleted environment like the open ocean, colonization on marine sponges provides microbes greater access to nutritional resources and environmental stability (3). Conversely, sponge-associated microbes have nutritional and protective roles, contributing to the animal’s health (4).

Marine sponges develop relationships with numerous bacterial species (5, 6). Among these, *Pseudovibrio* spp. are Gram-negative α-Proteobacteria with high frequency of association with marine sponges and have been proposed to contribute to sponge health (7). The presence of *Pseudovibrio* was also confirmed in larvae of a marine sponge suggesting this genus could be a vertically transmitted symbiont (8).

Metabolites produced by microbes are important in the establishment and maintenance of host-microbe associations and in holobiont homeostasis. *Pseudovibrio* bacteria, for example, produce antimicrobials which could ward off pathogens (7). Moreover, flagellar motility—swimming and swarming—has been shown to be important for host colonization (9). Bacterial metabolites such as surfactants are known to facilitate swarming motility (9).

We have previously reported a link between a biosynthetic gene cluster (BGC) in *Pseudovibrio brasiliensis* Ab134 and its flagellar motility (10). Strain Ab134 was isolated from marine sponge *Arenosclera brasiliensis* (11). The BGC, which we termed *Pseudovibrio* and *Pseudomonas* non-ribosomal peptide (*ppp*), is present in 2/3 of sequenced *Pseudovibrio* genomes, and sporadically found in *Pseudomonas* γ-Proteobacteria known to interact with terrestrial plants and insects (10). Moreover, a *ppp*-like BGC was recently reported from *Microbulbifer* γ-Proteobacteria likewise isolated from marine sponges (12). Related natural products detoxins, rimosamides, and chitinimides have been isolated from soil bacteria (13–16).

The *ppp* BGC consists of genes *pppABC* encoding nonribosomal peptide synthetases (NRPS), *pppD* encoding a hybrid NRPS-polyketide synthase (NRPS-PKS), and multiple flanking genes *pppE to pppP* (Fig. 1; Table S1). NRPS *pppA::neo* mutants helped us identify the products of the *ppp* BGC, which we termed pseudovibriamides A, and B (PA and PB) (10). *P. brasiliensis* Ab134 also accumulates a third product or intermediate, pseudovibriamide C (PC), detected here by mass spectrometry analysis. Impaired swimming and swarming motility were reported for *pppA::neo* mutants, but not for *pppD::neo* mutants, indicating that only PA is required for wild type level motility (10).

**Fig 1:**
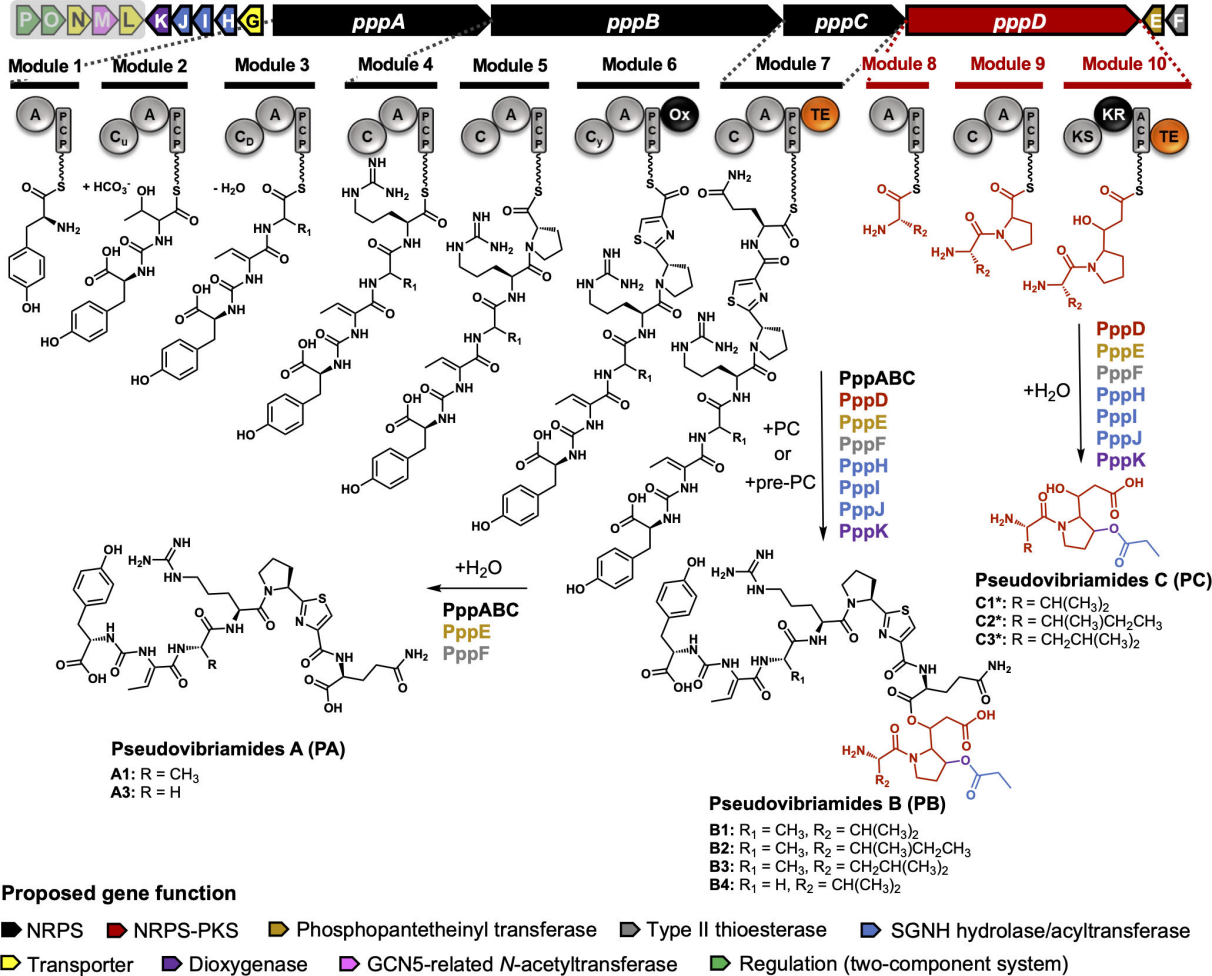
Organization of the *ppp* gene cluster from *P. brasiliensis* Ab134, and proposed biosynthesis of pseudovibriamides A, B, and C. Biosynthetic proposal based on gene knockout results reported in this study. Structural components are color-coded according to genes that encode them. Enzymes proposed to be involved in the biosynthesis of each pseudovibriamide are listed next to the arrows. NRPS, nonribosomal peptide synthetase. PKS, polyketide synthase. See Table S1 for further details on the ppp proteins. Domain key: A, adenylation; ACP/PCP, acyl/peptidyl carrier protein; C, condensation; C_u_, ureido-linkage formation condensation domain; C_D_, dehydration condensation domain; C_y_, condensation and heterocyclization; KR, ketoreductase; KS, ketosynthase; Ox, oxidase; TE, thioesterase. Figure adapted from ref (10). The structures of PA and PB have been previously reported (10). PC structures (*) are proposed based on mass spectrometry analyses performed in this study. Genes proposed to be outside the *ppp* gene cluster are shaded.

However, an understanding of how pseudovibriamides affect flagellar motility is lacking. Flagellar motility is a complex behavior that involves many factors, including chemotaxis and quorum sensing, flagella which are driven by the proton motive force, and, in the case of swarming, metabolites like surfactants (9). Most nonribosomal peptides that are known to mediate swarming are lipopeptide surfactants (17). Surfactants facilitate swarming by lowering the surface tension and easing cell spreading. Pseudovibriamides have no surfactant activity, as expected from their chemical structures (10). Alternatively, nonribosomal peptides, including those with a surfactant nature, can function as signaling molecules, exerting an effect on transcription and regulating various phenotypes (18–21).

Herein we report and discuss the results of a study aiming to gain insight into pseudovibriamide biosynthesis using reverse genetics, while obtaining mutants with different compositions of pseudovibriamides to ultimately test the hypothesis that pseudovibriamides act as signaling molecules, regulating genes affecting flagellar motility.

## RESULTS

### Biosynthetic insights from mutagenesis studies and access to strains with different compositions of pseudovibriamides

Due to the lack of pure pseudovibriamides, having mutants that produce only one of the pseudovibriamide congeners would facilitate probing their individual roles. According to the scheme presented in Fig. 1, PB is the full-length product. PA and PC could conceivably either represent hydrolysis products of PB catalyzed by an accessory hydrolase or be directly released from the assembly lines using water as the nucleophile in reactions catalyzed by thioesterase (TE) domains present in modules 7 and 10, respectively. To probe these two hypotheses and to assign functions to accessory genes, we employed reverse genetics. The only genes that had been previously inactivated were *pppA* and *pppD* (10). However, mutants had been generated by replacement with a selectable marker. To avoid polar effects, we generated markerless, in-frame deletion mutants of *pppA* and *pppD*, in addition to each of nine predicted accessory genes, i.e., *pppE* to *pppM* (Fig. 1). Prediction of the borders of the BGC was based on MultiGeneBlast results from our previous investigation (10), that showed *pppA-pppD* and *pppG-pppK* to be conserved in *Pseudovibrio* and *Pseudomonas*, *pppEF* to be conserved in *Pseudovibrio* and *pppL-pppP* to be present in some *Pseudovibrio* strains.

All *P. brasiliensis* mutants were generated using homologous recombination and confirmed by PCR (Fig. S1 and S2). Different congeners of PA, PB, and PC are produced by *P. brasiliensis* (Fig. 1). Here we will refer only to the major congeners PA1, PB1/2/3 (Fig. S3) and PC1/2/3 (Fig. S4 and S5) as identified by Matrix-Assisted Laser Desorption/Ionization Time of Flight (MALDI-ToF) mass spectrometry (MS) and liquid chromatography MS (LC-MS), respectively, since minor congeners are not always detected.

Deletion of flanking genes *pppL* and *pppM* showed no effect on the pseudovibriamides produced by *P. brasiliensis* (Fig. S6 to S8). Genes *pppLMNOP* appear to be part of the same operon (Fig. 1), and they are not conserved in all *Pseudovibrio* strains (10) which agrees with a non-requirement for pseudovibriamide biosynthesis. They were thus assigned as not part of the *ppp* BGC and we did not generate deletion mutants of *pppN*, *pppO*, and *pppP*. In contrast, we observed changes in pseudovibriamide production for most other *P. brasiliensis* mutants (Fig. 2) as described below.

**Fig 2:**
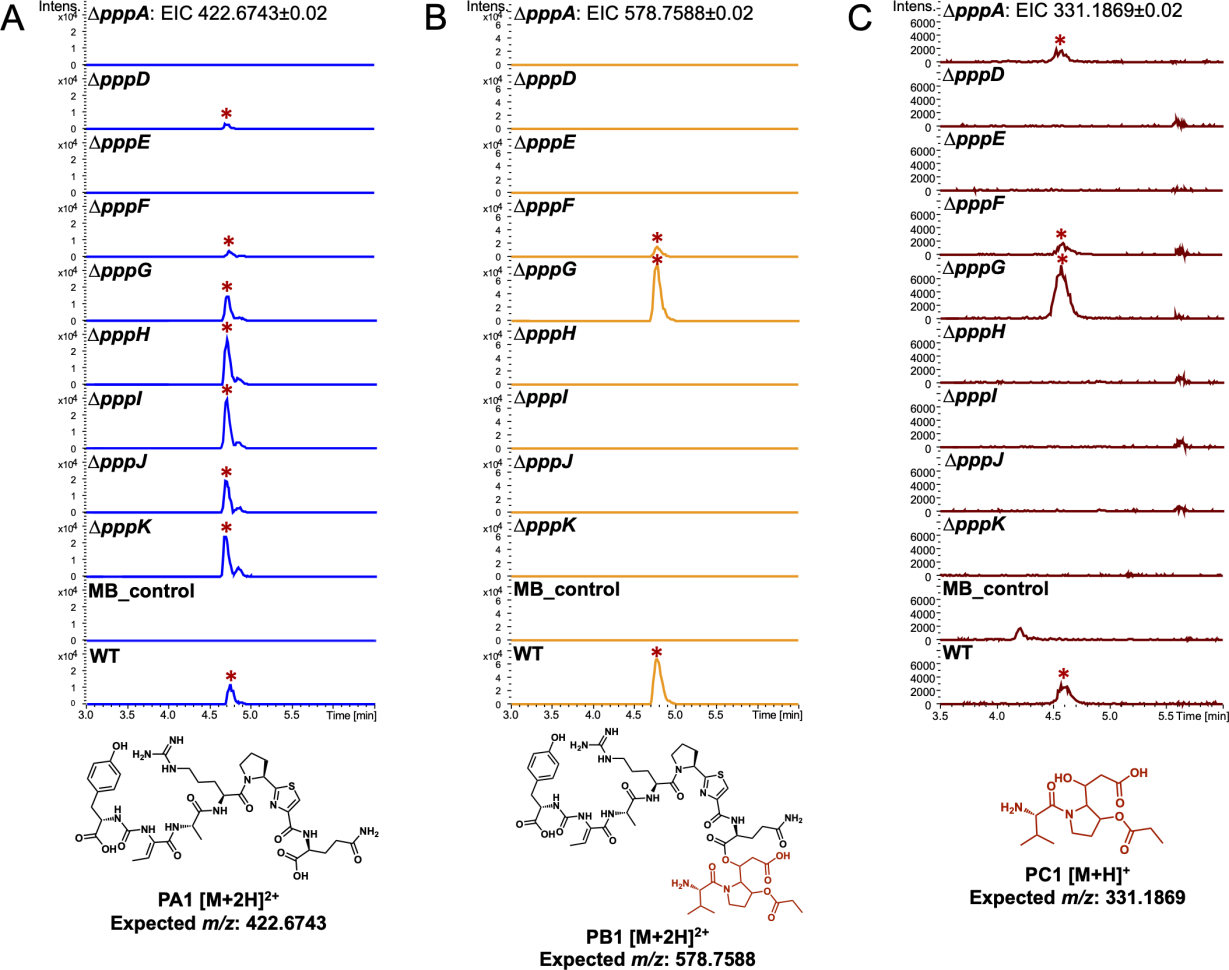
Comparison of the production of PA, PB, and PC representatives between the wild type (WT) and mutants. Extracted Ion Chromatograms (EIC) from LC-MS analyses of WT and mutants. (**A**) PA1. (**B**) PB1. (**C**) PC1. Pseudovibriamides-related EIC peaks are marked with red asterisks. Marine broth (MB) extracts were used as negative control. The same mass filter (the expected *m/z* ± 0.02) was applied to all extracts. The same intensity scale was applied in between strains for each pseudovibriamide. All analyses were performed in at least triplicates.

The *∆pppA* mutant did not produce PA or PB, matching the result of our previous study using *pppA::neo* mutants which had been genetically complemented (Fig. 2A and B; Fig. S9 to S11) (10). However, we observed the production of a metabolite we tentatively identified here as PC by MS analyses, consistent with PppD being still intact in the *∆pppA* mutant (Fig. 2C; Fig. S4 and S5). In contrast, the *∆pppD* mutant produced only PA in agreement with previous results using *pppD::neo* (Fig. 2; Fig. S9 to S11) (10). Genetic complementation using pYDcompD (Table S2) successfully recovered the production of PB and PC (Fig. S12).

The *∆pppE* mutant produced no pseudovibriamides consistent with PppE’s crucial role as a 4’-phosphopantetheinyl transferase to activate NRPS and NRPS-PKS enzymes (Fig. 2; Fig. S4, S5, S9 to S11) (22). Genetic complementation using pYDcompE successfully recovered the production of pseudovibriamides (Fig. S13). The *∆pppF* mutant showed a reduction in overall pseudovibriamide abundance, whereas genetic complementation using pYDcompF improved pseudovibriamide production (Fig. S14), consistent with a role for PppF as a type II, proofreading thioesterase that regenerates mis-acylated ACPs (23, 24).

Mutants *∆pppH, ∆pppI,* and *∆pppJ* produced only PA (Fig. 2). Blast analyses revealed sequence similarity to unknown proteins, except for PppH which showed sequence similarity to SGNH hydrolases (Table S1). Additionally, protein structure prediction using Phyre2 (25) suggested PppH, PppI, and PppJ belong to hydrolase or acyltransferase families of proteins whereas analysis using CLEAN (26) predicted all three to be transferases. To test for polar effects, we performed genetic complementation using plasmids pDS00H, pDS00I, and pDS00J, respectively. The production of all pseudovibriamides was recovered in each of the *P. brasiliensis* mutants, ruling out polar effects (Fig. S15 to S19). We hypothesize that PppHIJ is involved in propionylation of the hydroxyproline residue and/or function as a *trans*-acyltransferase to load the PKS module of PppD. If PppHIJ is involved in propionylation, we expected to observe a pseudovibriamide analog lacking this modification, however, none was detected. The data suggests that PppHIJ may act together as a complex and they are each crucial for PB and PC biosynthesis. Another hypothesis we investigated was that PppM, predicted to be a GCN5-related *N*-acetyltransferase, could catalyze propionyl transfer or function as the acyltransferase that is missing in module 10. However, as stated above, Δ*pppM* mutants had the same metabolite profile as the WT (Fig. S7 and S8), indicating that *pppM* is not required for pseudovibriamide biosynthesis.

Thus, no PB hydrolase was identified. Instead, it is conceivable that the TE in module 7 can accept either water as the nucleophile leading to PA or products of the PppD enzyme (PC or pre-PC) leading to PB.

### PppK is a hydroxylase

PppK shows sequence similarity to Fe(II)/α-ketoglutarate dependent dioxygenases (27) and we predicted it would be responsible for the hydroxyl group in the proline residue of PB and PC. Accordingly, the *∆pppK* mutant produced PA as in the WT (Fig. 2) but PB and PC analogs showed a 72 Da mass loss, indicating that they lacked the hydroxyl group on the proline and consequently also lacked propionylation (Fig. 3; Fig. S20 and S21). Fragmentation patterns from MS^2^ spectra further verified the assignment (Fig. S22 and S23). Genetic complementation using plasmid pVL00K recovered the production of PB and PC (Fig. S24). The timing of hydroxylation remains unknown. Three scenarios are conceivable. PppK could be either a proline hydroxylase acting on free proline, or it could act in-line while the proline-containing substrate is attached to PppD, or after pre-pseudovibriamides are released from PppD, either on pre-PC or pre-PB. The amino acid code of the second adenylation domain within PppD is consistent with the previously reported selectivity-conferring code of A domains that activate proline (Fig. S25) (28), supporting the latter two scenarios.

**Fig 3:**
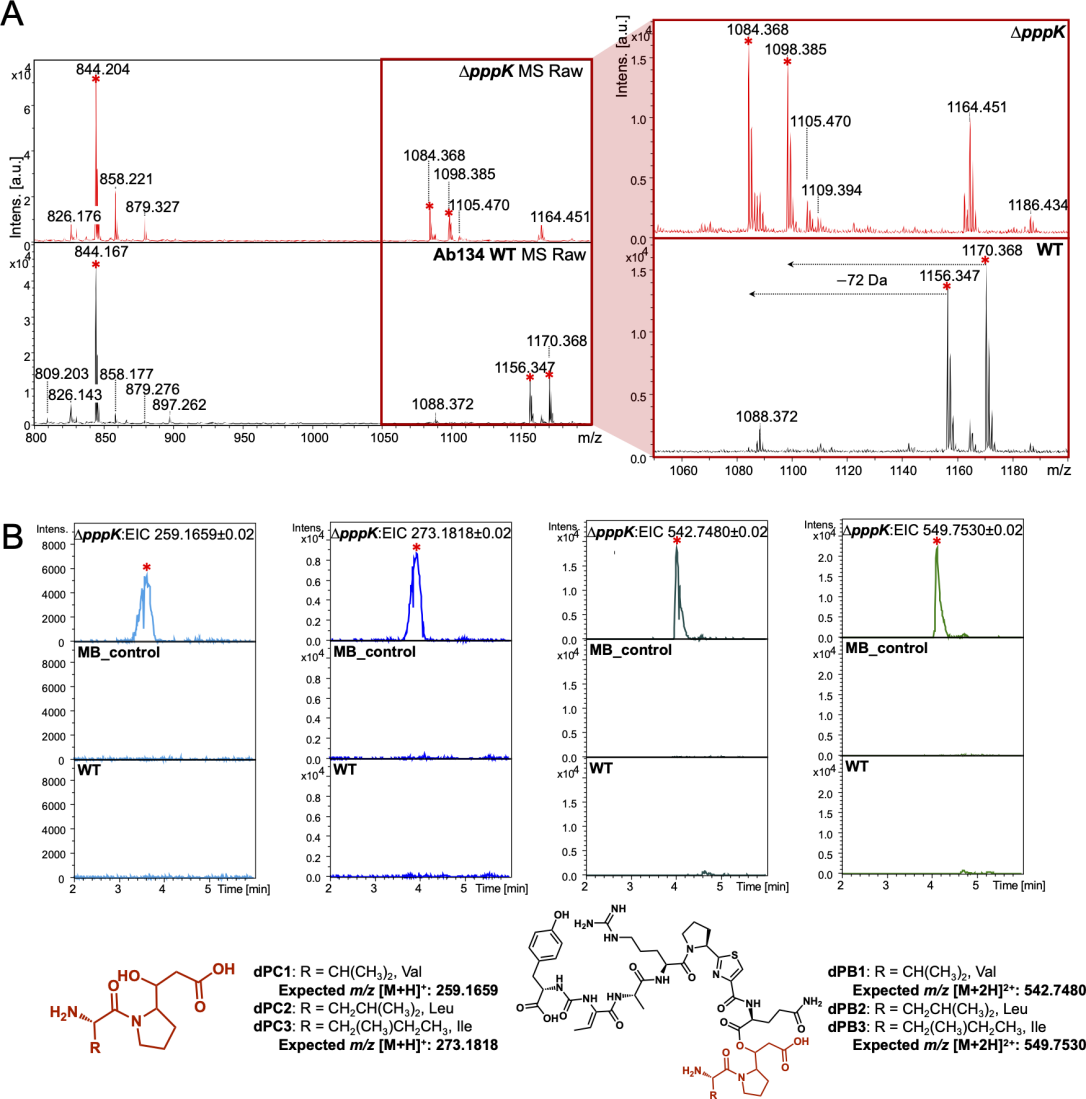
Comparison of PB and PC production between the WT and the *∆pppK* mutant. (**A**) MALDI-ToF MS analyses. Molecular features for pseudovibriamides are indicated with red asterisks. The peak at *m/z* 844.2 represents PA1 ([M + H]^+^); *m/z* 1156.3, PB1 (Val, [M + H]^+^); *m/z* 1170.4, PB2 or PB3 (Ile or Leu, [M + H]^+^); *m/z* 1084.4, depropionylated PB1 (dPB1 Val, [M + H]^+^); and *m/z* 1098.4, depropionylated PB2 or PB3 (dPB2, Leu, [M + H]^+^ or dPB3, Ile, [M + H]^+^). The range from *m/z* 1050 to 1200 was zoomed in (red box) to show the *m/z* change of PBs. (**B**) LC-MS analyses. dPC, depropionylated PC; dPB, depropionylated PB. Extracted Ion Chromatogram (EIC) from left to right: dPCs (Val, [M + H]^+^, *m/z* 259.1659; and Leu or Ile, [M + H]^+^, *m/z* 273.1818), dPBs (Val, [M + 2H]^2+^, *m/z* 542.748; and Leu or Ile, [M + 2H]^2+^, *m/z* 549.753). The same mass filter (the expected *m/z* ± 0.02) was applied to all samples. The predicted structure is listed below each chromatogram. All analyses were performed in at least triplicates.

### The amount of pseudovibriamides exported is not significantly affected in *∆pppG* and *∆pppL* mutants

According to previous imaging mass spectrometry studies, PA and PB are excreted (10). Both *pppG* and *pppL* genes are predicted to encode transporters that could be responsible for pseudovibriamide export (Table S1). Both *∆pppG* and *∆pppL* mutants produce all pseudovibriamides (Fig. 2; Fig. S4 to S6, S9 to S11). To check for export, we extracted pseudovibriamides from cell pellets and supernatant separately (Fig. S26). The export ratio—defined as the amount of pseudovibriamides in the supernatant by the amount in the cell pellet—of PB1, PB2, and PB3 was slightly higher for the WT and genetically complemented *∆pppG* pYDcompG compared to *∆pppG* cultures, but not statistically significant (Fig. S27A). Likewise, no statistically significant difference was observed between the WT and the *∆pppL* mutants (Fig. S27B, S28 to S40). Thus, the protein involved in pseudovibriamide export remains to be identified. It is possible that *pppG* and *pppL* may compensate for each other, which could explain the lack of significant differences in the single mutants, a topic that may be investigated in the future.

### Effect of gene deletion on flagellar motility

We performed swarming assays for the 11 in-frame deletion mutants generated here. Both *∆pppA* and *∆pppD* mutants showed consistent swarming phenotypes as reported previously (Fig. 4; Fig. S41 and S42) (10). Moreover, WT level swarming motility was observed for *∆pppH, ∆pppI,* and ∆*pppJ* mutants, which have the same metabolite profile as the *∆pppD* mutant, that is, production of PA only (Fig. S43). In contrast, the *∆pppE* mutant that produces no pseudovibriamides showed decreased swarming motility like the *∆pppA* mutant that produces only PC (Fig. 4; Fig. S44). The *pppA::neo* mutant had been previously genetically complemented showing restoration of swarming proficiency (10). Likewise, the swarming motility of the *∆pppE* mutant was successfully recovered by genetic complementation (Fig. S45).

**Fig 4:**
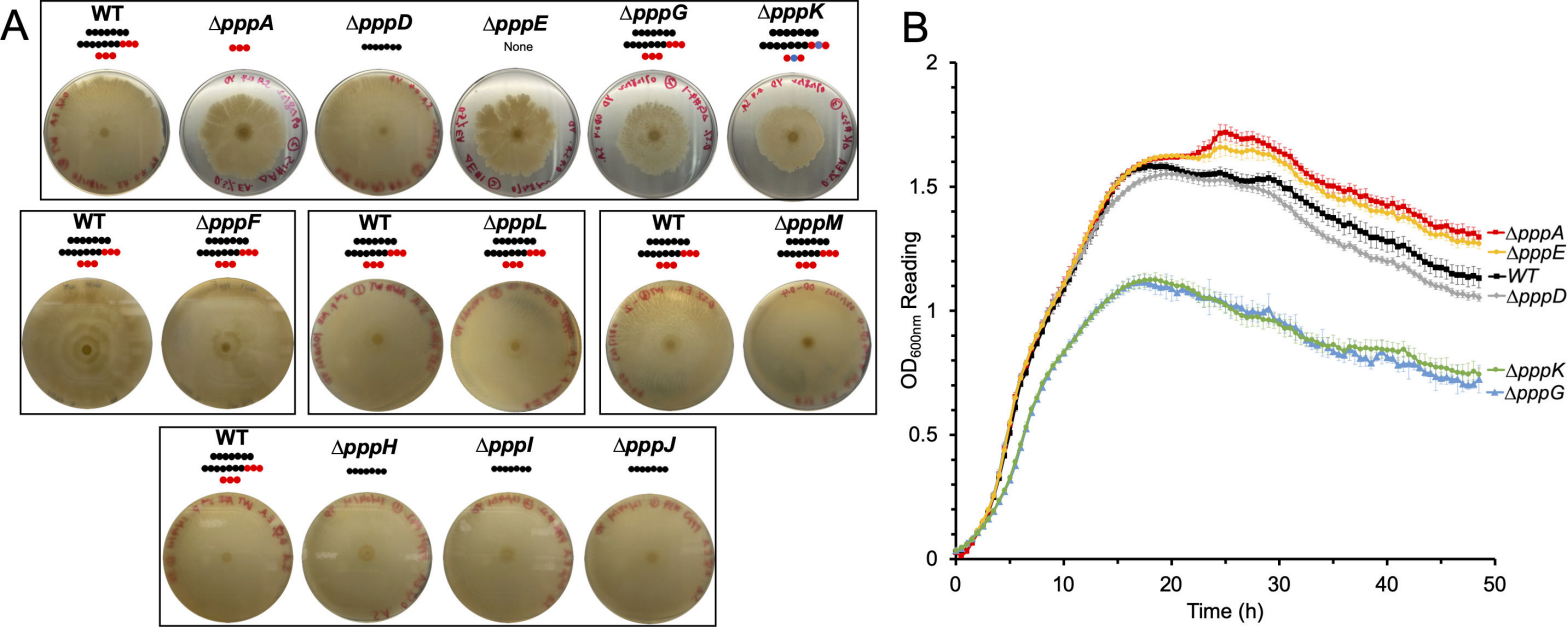
Effect of *ppp* gene inactivation on flagellar motility. (**A**) Swarming assays performed on marine broth with 0.5% Eiken agar. Pictures shown were taken 72  h after inoculation. The assay was performed multiple times, each time in at least triplicates with the WT as the control, and similar results were obtained each time (see Fig. S41 to S49). Representative results are shown. Plates are grouped and boxed based on assays that were run together the same day. Pseudovibriamides are represented by beads: PA, seven black beads; PB, seven black beads and three red beads; PC, three red beads; depropionylated PB, seven black beads, two red beads, and one blue bead; depropionylated PC, two red beads and one blue bead. (**B**) Growth of strains from top box in panel A as measured by OD_600_. *N* = 6. Error bars indicate standard deviation. Note that the apparent reduced swarming of Δ*pppG* and Δ*pppK* mutants is in fact due to reduced growth.

The combined results of *∆pppD, ∆pppH, ∆pppI,* and ∆*pppJ* mutants suggest that only PA is required for WT level swarming motility. However, both *∆pppK* and *∆pppG* mutants showed impaired swarming, even though PA was produced in these mutants (Fig. 4A). Pseudovibriamide production was restored by genetic complementation using pVL00K and pYDcompG, respectively (Fig. S24); however, swarming was not, suggesting factors other than pseudovibriamides were involved in the phenotype of Δ*pppK* and Δ*pppG* mutants (Fig. S46). It turns out both *∆pppG* and *∆pppK* mutants showed decreased growth, suggesting the cause of apparently reduced swarming motility is in fact related to reduced growth (Fig. 4B). Whole genome sequencing of both *∆pppG* and *∆pppK* mutants showed several potential mutations (Table S3 and S4). It remains to be shown which mutations are responsible for the reduced growth phenotype.

Other mutants (∆*pppF*, ∆*pppH*, ∆*pppI*, ∆*pppJ*, ∆*pppL*, and ∆*pppM*) showed no observable defect in swarming motility (Fig. 4A; Fig. S43, S47 to S49).

### Transmission electron microscopy identifies no apparent changes in flagella

We used transmission electron microscopy (TEM) to visualize cells of strains with different compositions of pseudovibriamides, that is, *∆pppA*, *∆pppD*, *∆pppE* mutants, and the WT. No apparent differences in flagella were observed between the strains, although there seemed to be more cell aggregation for *∆pppA* and *∆pppE* mutants which is consistent with decreased swarming motility (Fig. S50).

### PA and PB modulate gene transcription whereas PC does not

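RNA from 3 cultures each of the WT and the *∆pppA*, *∆pppD* and *∆pppE* mutants, grown for 24 h, gave 12 libraries with expected read counts for 5312 genes. Total counts were 6415456 to 8612805 in the WT (median 6864299), 4555670 to 7241039 in *∆pppA* (median 4784989), 6489313 to 10248765 in *∆pppD* (median 8282428), and 4663381 to 6083925 in *∆pppE* (median 5450155). A count above 0 was recorded for 5301 to 5310 genes per library. Counts were scaled by TMM and compared with edgeR in 1 fit of the 4 strains. A gene was called DE at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1, the thresholds of the paper. The targeted genes were checked in each mutant. TPM of *pppA* was 1.15 to 2.35 in *∆pppA* and 41.7 to 46.3 in the WT. TPM of *pppD* was 0.14 to 0.25 in *∆pppD* and 26.3 to 32.0 in the WT. Reads remained assigned to *pppE* in *∆pppE*, at a TPM of 15.3 to 22.8 against 21.0 to 28.1 in the WT (log2 fold change −0.25, edgeR adjusted p 0.34). The counts therefore do not show a loss of *pppE* in these libraries, and their strain is taken from the sample labels. *pppE* overlaps the end of *pppD*, so reads in the overlap can belong to either gene.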

To test the hypothesis that pseudovibriamides affect motility by modulating gene transcription, RNA-sequencing (RNA-seq) data sets were obtained for the WT and *∆pppA*, *∆pppD*, and *∆pppE* mutants having different compositions of pseudovibriamides (Fig. 5). 

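PCA was run on TMM-scaled log2 CPM of the 5273 genes that passed the edgeR expression filter. The share of variance on PC1 was 56.0% and on PC2 30.4%. Root mean square log2 distances between replicates of 1 strain were 0.39 to 0.50, and distances between the WT, *∆pppD* and either of the other mutants were 1.09 to 1.70. PC1 scores of the replicates ran from −70.5 to −67.2 in the WT and from 44.5 to 47.6 in *∆pppD*. Their PC2 scores ran from 17.9 to 19.2 and from 39.6 to 44.9. The choice that moved PC1 most was scaling to unit-variance genes, where the share of variance on PC1 was 34.5%. PC2 moved most on log2(TPM + 1), where the share of variance on PC2 was 25.3%.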

Triplicate samples of each strain were similar in terms of gene expression pattern, which is apparent in the principal component analysis (PCA) plot where triplicate samples from each strain clustered together, supporting the quality of the data (Fig. 5B). 

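The *∆pppA* and *∆pppE* libraries overlapped on PC1, with scores of 11.6 to 12.4 and 9.00 to 13.3, and on PC2, with scores of −31.2 to −29.3 and −31.9 to −27.7. PC3, which held 3.91% of the variance, separated them (12.2 to 18.9 in *∆pppA*, −20.0 to −7.65 in *∆pppE*). Log2 distances between *∆pppA* and *∆pppE* libraries were 0.45 to 0.63 (median 0.55), so part of this range lay above the distances between replicates.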

The highly similar transcriptomic profiles of *∆pppA* and ∆*pppE* mutants indicates that PC has none or only minimal effect on gene transcription (Fig. 5B). In contrast, the large differences in principal components 1 and 2 observed between the WT and either the *∆pppD* mutant or the *∆pppA/∆pppE* mutants indicates that PA and PB have major effects on gene transcription (Fig. 5B).

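Mean PC1 scores (± SD, n = 3 libraries) were −68.8 ± 1.67 in the WT, 12.0 ± 0.36 in *∆pppA*, 10.4 ± 2.44 in *∆pppE* and 46.4 ± 1.69 in *∆pppD*. Mean PC2 scores were 18.4 ± 0.73 in the WT, −29.9 ± 1.06 in *∆pppA*, −30.0 ± 2.14 in *∆pppE* and 41.6 ± 2.88 in *∆pppD*. The median log2 distance from the WT was 1.66 for *∆pppD*, 1.37 for *∆pppA* and 1.34 for *∆pppE*. The *∆pppD* libraries lay at a median distance of 1.15 from *∆pppA* and 1.17 from *∆pppE*. Each of these distances exceeded every distance between replicates.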

**Fig 5:**
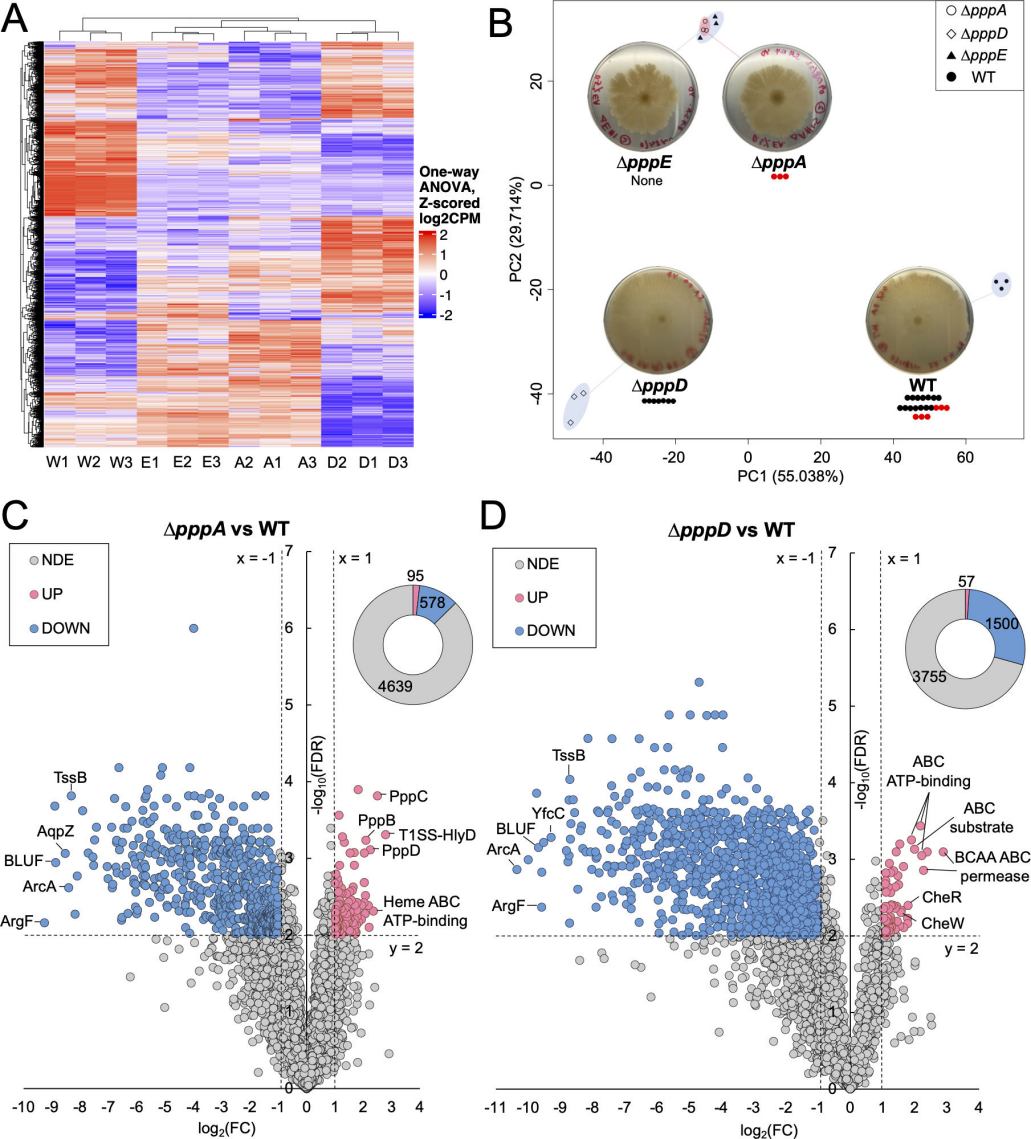
Overview of RNA-seq results. (**A**) Heatmap of gene expression based on Z-scored counts per million (CPM) of the WT (W1-3), *∆pppA* (A1-3), *∆pppD* (D1-3), and *∆pppE* mutant (E1-3). Each column represents one of three replicates. Each row represents one of 5,312 genes. One-way analysis of variance (ANOVA) was used to compare whether four samples’ means are significantly different or not. Values in each row were scaled to CPM mean of the row by using Z-score normalization. (**B**) Principal component analysis (PCA) of gene expression based on normalized CPM of triplicate samples. Corresponding swarming images at 72 h (duplicated from Fig. 4A for convenience) are shown and pseudovibriamide composition is indicated for each strain. Seven black beads represent PA; seven black beads plus three red beads represent PB; and three red beads represent PC. (**C** and **D**) Volcano plots of differentially expressed (DE) genes identified between the WT and *∆pppA* and *∆pppD* mutants, respectively, using transcripts per million (TPM). FDR, false discovery rate or *q*-value; FC, fold-change; NDE, non-differential expressed; UP, upregulated; DOWN, downregulated; Blue dots or blue donut portion, downregulated genes; Pink dots or pink donut portion, upregulated genes; and gray dots or gray donut portion, non-differentially expressed genes. The same threshold (dotted lines) was applied to all differential expression analyses, that is, FC ≤ −2 (x = −1) or FC ≥2 (x = 1), and FDR ≤ 0.01 (y = 2). The total number of UP, DOWN, and NDE genes are listed in the donut chart. Labeled genes are TssB, type VI secretion system contractile sheath small subunit; YfcC, Arginine/ornithine antiporter; AqpZ, aquaporin Z; ArcA, arginine deiminase; ArgF, ornithine carbamoyltransferase; BLUF, blue light using flavin domain; T1SS-HlyD, HlyD family type I secretion periplasmic adaptor subunit; BCAA ABC permease, branched-chain amino acid ATP-binding cassette transporter permease; ABC ATP-binding, ATP-binding cassette transporter ATP-binding protein; ABC substrate, ATP-binding cassette transporter substrate binding protein; Heme ABC ATP-binding, heme ATP-binding cassette transporter ATP-binding protein; CheW, chemotaxis protein; and CheR, protein-glutamate O-methyltransferase. Some outstanding dots left unlabeled are hypothetical proteins.

### Pairwise differential expression analyses methods and validation

To ensure the identified differentially expressed (DE) genes would have physiological relevance, we started by testing distinct analysis methods and performing follow-up experiments for validation. We first used DESeq2, which is based on negative binomial distribution (Fig. S51). 

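In *∆pppA* against the WT, edgeR gave log2 fold changes of 2.38 for *pppB* (SE 0.18, adjusted p 1.8e-10), 2.79 for *pppC* (SE 0.16, adjusted p 1.4e-12) and 2.53 for *pppD* (SE 0.18, adjusted p 7.3e-11). *pppE* was also upregulated, at 1.26 (SE 0.20, edgeR adjusted p 1.5e-05). In *∆pppD* against the WT, the values were 1.46 for *pppA* (SE 0.19, edgeR adjusted p 6.3e-07), 1.32 for *pppB* (SE 0.17, adjusted p 7.2e-07) and 1.04 for *pppC* (SE 0.15, adjusted p 3.0e-06). The call of *pppC* rested on single libraries: it was lost when WT replicate 2, WT replicate 3 or *∆pppD* replicate 3 was left out, with values between 0.96 and 1.17 over the 6 omissions, and DESeq2 gave 1.08. *pppI* (1.22), *pppJ* (1.31), *pppK* (1.46) and *pppL* (1.21) were called upregulated in *∆pppD* as well. The targeted genes fell to log2 fold changes of −4.42 for *pppA* in *∆pppA* (SE 0.22, edgeR adjusted p 1.9e-13) and −6.07 for *pppD* in *∆pppD* (SE 0.23, adjusted p 1.7e-15). *pppB* and *pppC* overlap at their ends, and so do *pppD* and *pppE*, which limits the separation of their counts.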

An upregulation of *ppp* core biosynthetic genes was observed in both *∆pppA* and *∆pppD* mutants in which *pppBCD* and *pppABC* appeared upregulated compared to the WT, respectively (Fig. S51). According to the RNA-seq data, a promoter is located upstream of the *pppA* gene (P*_pppA_*) (Fig. S52). Upregulation of *ppp* genes in the mutants is suggestive of negative autoregulation by pseudovibriamides as reported for other products (29). To test this hypothesis, we cloned P*_pppA_* directly upstream of *GFP* in the promoterless pSEVA227M-based vector. In the case of negative autoregulation, we expected to observe increased GFP production in the mutants. However, this was not the case (Fig. S53). Instead, the promoter probe studies suggested that DESeq2 resulted in the identification of false positives.

We next tested transcripts per million (TPM) for data normalization and DE calls (Fig. 5C and D). 

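The paper's TPM rule was repeated as the log2 ratio of mean TPM, with FDR over all 5312 genes. In *∆pppA* against the WT it gave 2.09 for *pppB* (FDR 0.00058), 2.50 for *pppC* (FDR 0.00015) and 2.25 for *pppD* (FDR 0.00077). In *∆pppD* against the WT it gave 0.47 for *pppA* (FDR 0.021), 0.33 for *pppB* (FDR 0.060) and 0.07 for *pppC* (FDR 0.65). On TPM the median log2 fold change of all genes was −0.98 in *∆pppD* and −0.31 in *∆pppA*, and with edgeR it was −0.02 in both. Relative to that median, *pppA*, *pppB* and *pppC* lay above the typical gene in *∆pppD* on both scales. TPM of *pppA* was 54.7 to 66.2 in *∆pppD*. TPM of *pppB* was 36.1 to 42.5 in the WT, 43.5 to 51.2 in *∆pppD* and 156.2 to 169.0 in *∆pppA*. TPM of *pppC* was 30.9 to 35.6, 31.7 to 39.2 and 182.4 to 189.0.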

Genes *pppBCD* were still upregulated but only in the *∆pppA* mutant, which is likely an artifact of bringing P*_pppA_* closer to the other genes in the operon by deleting ~8,000 bp of the *pppA* gene. Thus, the results indicate that TPM is more accurate for comparing gene expression levels across our samples. Therefore, TPM values were chosen for further analyses. 

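TPM values of a library sum to a fixed total, so the share of each gene depends on the others. KGB56_02545, a hypothetical protein gene on the chromosome (554492 to 554764), took 59.2 ± 4.43% of TPM in *∆pppD* (mean ± SD, n = 3; 54.4 to 63.1%), 11.3 ± 0.91% in the WT, 16.9 ± 0.96% in *∆pppA* and 14.4 ± 1.28% in *∆pppE*. Its share of the counts was 31.4 ± 4.19% in *∆pppD* and 3.82 ± 0.34% in the WT. In an alternative chosen after seeing the data, TPM was recomputed without this gene. The median log2 fold change of all genes in *∆pppD* against the WT then became 0.13. *pppA*, *pppB* and *pppC* rose to 1.59, 1.46 and 1.19 and all were called upregulated by the TPM rule. The median of these 3 genes was 1.36 with DESeq2 and 0.33 on the TPM as deposited.

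**Figure D1:**
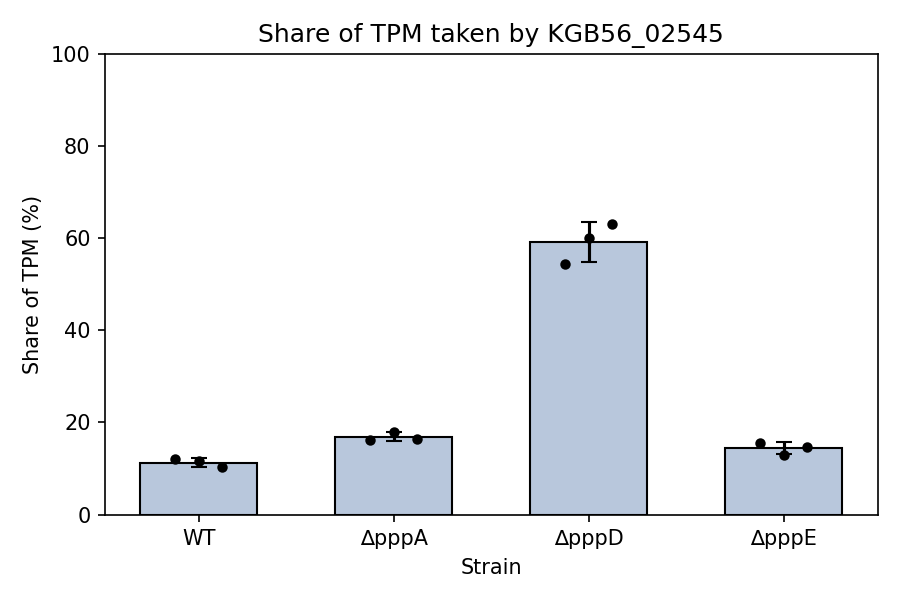
Share of TPM (%) taken by KGB56_02545 in each strain. Bars are means, error bars SD and points the 3 libraries per strain.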

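For *∆pppA* against the WT, edgeR called 468 genes upregulated and 843 downregulated, DESeq2 518 and 815, and the TPM rule 95 and 578. For *∆pppD* against the WT, the counts were 571 and 1044 with edgeR, 608 and 1025 with DESeq2, and 57 and 1500 with the TPM rule. Downregulated genes made up 64.3% of the calls in *∆pppA* with edgeR and 85.9% with the TPM rule. Of the genes called by the TPM rule, 606 of 673 in *∆pppA* and 964 of 1557 in *∆pppD* were called in the same direction by edgeR. The TPM rule was the alternative that moved the upregulated genes most, and limma on log2(TPM + 1) moved the downregulated genes of *∆pppD* most (2412, with 101 upregulated).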

The total number of DE genes was reduced from 1,298 to 673 in the *∆pppA* mutant, and from 1,616 to 1,557 in the *∆pppD* mutant when using TPM (Fig. 5C and D; Fig. S51). 

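Between *∆pppA* and *∆pppE*, edgeR called 17 genes higher and 22 lower in *∆pppA*, and DESeq2 24 and 29. The TPM rule called *pppC* (log2 fold change 1.97, FDR 0.0042) and 0 lower genes. At an unadjusted p below 0.05 there were 1308 genes with edgeR and 1171 with the TPM rule. The edgeR calls included *pppC* (2.09, SE 0.15, adjusted p 1.1e-08), *pppD* (2.01, SE 0.17, adjusted p 2.1e-07), *pppB* (1.63, SE 0.17, adjusted p 4.2e-06), *pppE* (1.51, SE 0.20, adjusted p 0.00013) and the deleted *pppA* (−4.92, SE 0.22, adjusted p 3.6e-12). Outside the *ppp* genes, the porin family gene KGB56_16650 (−2.69, SE 0.15, edgeR adjusted p 7.8e-11) and the BA14K family gene KGB56_16250 (−2.04, SE 0.22, adjusted p 4.8e-06) were lower in *∆pppA*. The counts depended on single libraries: without *∆pppE* replicate 1 they were 29 higher and 36 lower. Higher genes numbered 8 without *∆pppE* replicate 2 or 3, and lower genes 9 without *∆pppA* replicate 1.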

There was only one gene, *pppC*, upregulated, and no downregulated gene in the *∆pppA* mutant when compared to *∆pppE* mutant using FDR ≤ 0.01 as the cutoff. Because the PCA plots overlap, we considered *∆pppA* and *∆pppE* mutants to be indistinguishable, and the FDR cutoff of ≤0.01 was appropriate for further analyses.

### Global effects of PA and PB

The large number of DE genes identified (Fig. 5C and D) suggests that PA and PB have a global effect on transcription that goes beyond motility. 

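In *∆pppE* against the WT, edgeR called 322 genes upregulated and 744 downregulated, and the TPM rule 92 and 473, so downregulated genes made up 69.8% and 83.7% of the calls. With edgeR, 525 genes were downregulated in all 3 mutants and 105 were upregulated in all 3. *∆pppA* and *∆pppE* shared 642 downregulated and 224 upregulated genes. The TPM rule gave 435 and 3 in all 3 mutants, and 447 and 30 shared by *∆pppA* and *∆pppE*. Well-expressed genes that fell strongly in all 3 mutants included *aqpZ* (KGB56_21770; log2 fold change −8.24 in *∆pppA*, −7.75 in *∆pppD* and −8.44 in *∆pppE*), *arcA* (KGB56_04395; −8.06, −9.40 and −8.59) and the BLUF domain gene KGB56_08435 (−8.46, −8.73 and −7.28).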

To obtain a broader view of the role of PB, DE genes of *∆pppD* mutant (missing PB but having PA) when compared to the WT were classified based on clusters of orthologous genes (COG) (Fig. 6A; File S1). Except for the poorly characterized (PC) group, the metabolism (M) group is the largest, followed by the cell processes and signaling (CPS) group (Fig. 6A). Regarding specific categories within these groups, cell wall biogenesis [M], inorganic ion transport and metabolism [P], amino acid transport and metabolism [E], and transcription [K] dominate (Fig. 6A; File S1). 

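In *∆pppD* against the WT there were 1.83 downregulated genes per upregulated gene with edgeR, 4.05 when counts were scaled by library size only, 23.9 with limma on log2(TPM + 1) and 26.3 with the TPM rule. The share of downregulated genes among the calls was 64.6%, 80.2%, 96.0% and 96.3% in that order, and 64.1% with the TPM rule after leaving out KGB56_02545 (391 upregulated, 699 downregulated). The median log2 fold change of all genes was −0.35 with library size only and 0.02 with DESeq2. Genes called by the TPM rule and by edgeR alike numbered 907 downregulated and 57 upregulated.

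**Figure D2:**
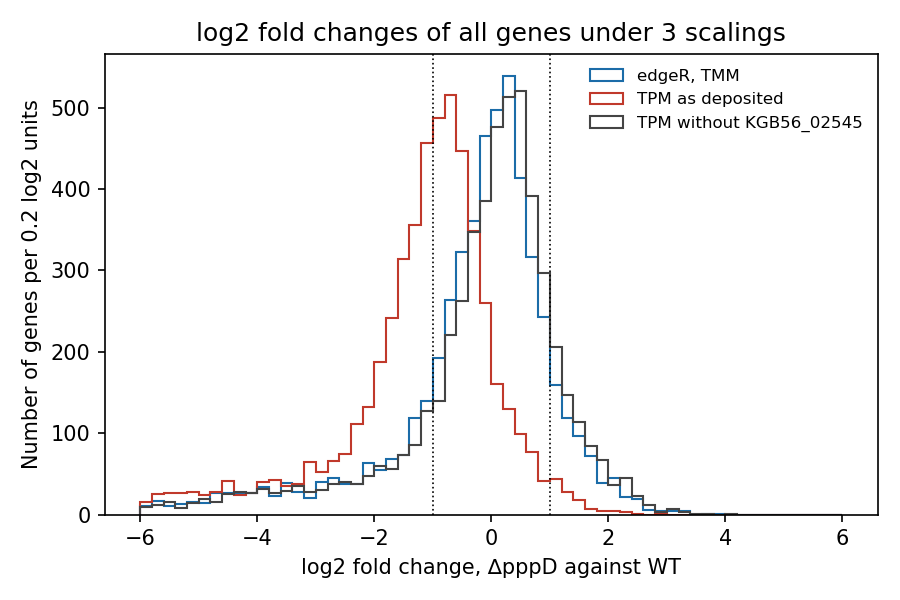
Number of genes by log2 fold change in the *∆pppD* mutant against the WT, in bins of 0.2, for TMM-scaled counts (edgeR), TPM as deposited and TPM without KGB56_02545. Dotted lines mark −1 and 1.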

Strikingly, downregulated genes outnumber upregulated genes by roughly 30 to 1, indicating that PB may have a primary effect on gene activation.

**Fig 6:**
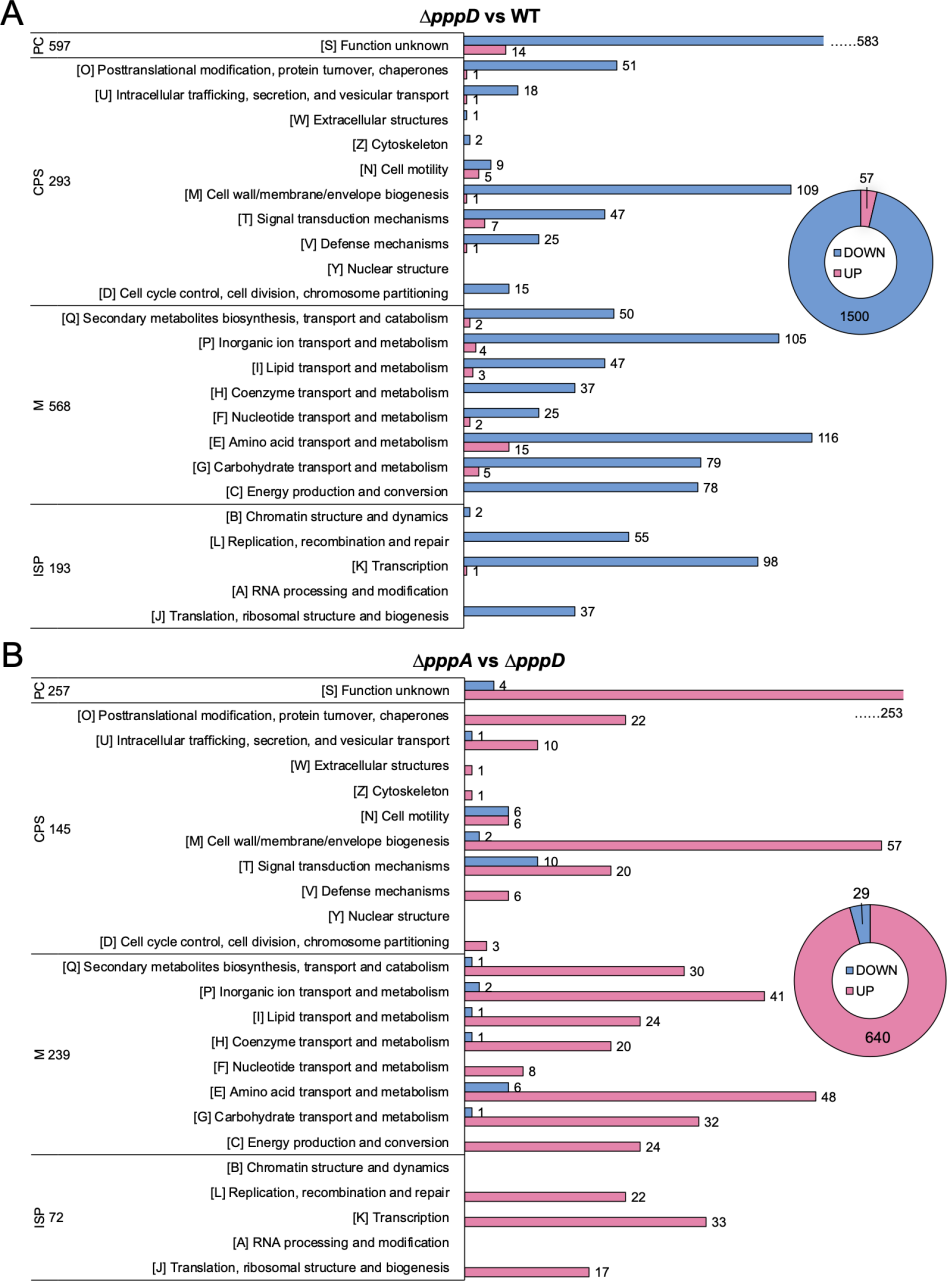
COG classification of DE genes potentially affected by PA and PB. (**A**) DE genes of *∆pppD* mutant compared to the WT. (**B**) DE genes of *∆pppA* mutant compared to the *∆pppD mutant*. Blue, downregulated; Pink, upregulated. PC, poorly characterized; CPS, cellular processes and signaling; M, metabolism; and ISP, information storage and processing. The total number of genes in each category is listed.

Regarding genes potentially affected by PA, the *∆pppA* mutant (missing PA) was compared to the *∆pppD* mutant (produces only PA) (Fig. 6B; File S1). 

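In *∆pppA* against *∆pppD*, edgeR called 647 genes higher and 481 lower in *∆pppA*, DESeq2 660 and 490, and the TPM rule 640 and 29. Higher genes made up 57.4% of the edgeR calls, 71.3% with library size only (826 higher, 332 lower), 95.7% with the TPM rule and 44.1% with the TPM rule without KGB56_02545 (231 higher, 293 lower), which reversed the balance. The median log2 fold change of all genes was 0.69 on TPM, 0.01 with edgeR and −0.33 on TPM without KGB56_02545. Of the genes called by the TPM rule, 407 higher and 29 lower genes were called by edgeR too. Genes at or above the median expression were ranked in each direction, apart from the targeted genes. The largest edgeR rises were 9.21 for KGB56_15170 (SE 0.36, adjusted p 8.6e-15) and 8.48 for KGB56_07380. Both came mainly from a fall in *∆pppD* below the WT. TPM of KGB56_15170 was 15254 to 27537 in the WT, 37.0 to 98.6 in *∆pppD* and 44610 to 59982 in *∆pppA*. TPM of KGB56_07380 was 2651 to 2848, 5.55 to 8.09 and 3095 to 4154 in the same order. The largest falls were −4.11 for KGB56_06690 and −3.23 for KGB56_14760.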

Contrary to what was observed in the previous comparison, upregulated genes outnumber downregulated genes by roughly 20 to 1 in the *∆pppA* mutant, indicating that PA may have an inhibitory effect on gene transcription. Metabolism is still the largest group followed by cell processes and signaling. The categories most affected are also the same (Fig. 6B). Thus, the results suggest that PB and PA may have opposite roles in modulating gene transcription. Indeed, 446 DE genes overlap between the two pairwise analyses and are inversely regulated (File S1).

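With edgeR, 448 genes were downregulated in *∆pppD* against the WT and higher in *∆pppA* than in *∆pppD*, and 217 were upregulated in *∆pppD* and lower in *∆pppA*, 665 in total. The TPM rule gave 428 and 16, or 444, and DESeq2 675 in total. Of the 428 genes, 279 were also among the 448. Of the 448 genes, 52 were upregulated in *∆pppA* against the WT, 94 were downregulated and 302 (67.4%) were not called, and the median log2 fold change between *∆pppA* and the WT was −0.15. With the TPM rule without KGB56_02545, 171 genes were downregulated in *∆pppD* and higher in *∆pppA*, and 153 changed the other way. The paper starts from the excess of downregulated genes where PB is missing and PA present and proposes that PB may activate genes. From the excess of upregulated genes in *∆pppA* compared to *∆pppD* it proposes that PA may be inhibitory, and from both that PB and PA may have opposite roles, adding the overlap as a further observation.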

### Identifying DE genes potentially involved with differential flagellar motility

We considered two assumptions for narrowing down potential candidate genes related to flagellar motility. On one hand, the *∆pppD* mutant may possess the same set of genes unaffected compared to the WT, which are DE in *∆pppA* and *∆pppE* mutants, resulting in reduced motility. On the other hand, the *∆pppD* mutant might harness different pathways than the WT for promoting motility, resulting in the same observable phenotype.

Assuming the first scenario, genes were compiled that were DE in both *∆pppA* and *∆pppE* mutants but also non-differentially expressed (NDE) in the *∆pppD* mutant, each compared to the WT (Fig. 7A). As a result, 12 upregulated genes and five downregulated genes in *∆pppA/E* mutants were identified (Fig. 7A; Fig. S54A; Table S5). 

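The filter of Fig. 7A was repeated with edgeR, counting a gene as NDE in *∆pppD* when its log2 fold change lay between −1 and 1 and differed from those of *∆pppA* and *∆pppE* by at least 0.5. It gave 53 upregulated and 100 downregulated genes, and the TPM rule gave 12 and 5, of which 5 and 4 were shared with the edgeR lists. All 12 upregulated genes of Table S5 were called upregulated in *∆pppA* and *∆pppE* by edgeR, with median log2 fold changes of 1.75 and 1.44. In *∆pppD* their median was 1.24 and 7 of the 12 were called upregulated, against 0 by the TPM rule. The largest moves were to 6 upregulated genes with the TPM rule without KGB56_02545 and to the 5 downregulated genes of the TPM rule.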

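The 301 genes whose product names an ABC transporter were tested as a set in *∆pppA* against the WT. Their median log2 fold change was 0.50 with edgeR, with adjusted p of 1.2e-05 by camera and 0.0011 by fry (limma). In *∆pppA* it stayed above 0 on the other scalings tried for sets (0.35 with library size only, 0.21 with limma on log2(TPM + 1)) and between 0.45 and 0.55 with 1 library left out. 73 of the genes were called upregulated and 21 downregulated by edgeR, and 22 and 21 by the TPM rule. In *∆pppD* the median of the set was 0.62 with edgeR, with 100 upregulated and 22 downregulated genes, and −0.33 with limma on log2(TPM + 1), while the TPM rule called 20 and 42. The set ranked above the other genes in *∆pppD* under both scalings (limma camera adjusted p 1.0e-07 and 1.7e-11). In *∆pppE* the median was 0.32, with 42 upregulated and 22 downregulated genes.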

According to COG, most upregulated genes, except those encoding hypothetical proteins, are ATP-binding cassette (ABC) transporters belonging to the metabolism category. This pattern generally matches observations from a study in *Pseudomonas aeruginosa* where the authors found that genes related to the transport of small molecules were upregulated in non-swarming cells (30).

**Fig 7:**
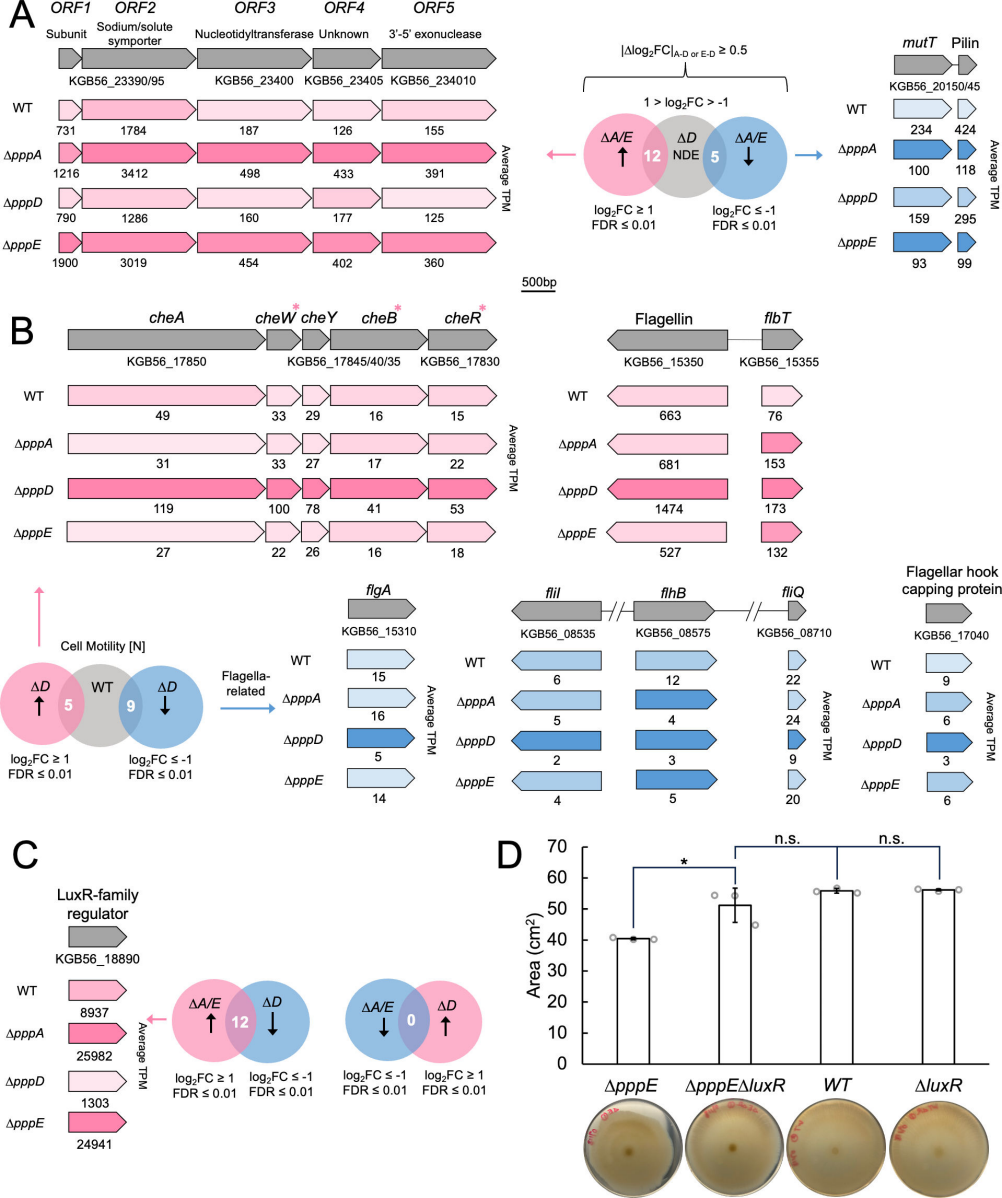
DE genes potentially involved in differential swarming motility. (**A**) Assumption 1: the ∆*pppD* mutant may possess the same set of genes unaffected compared to the WT, which are DE in ∆*pppA*/∆p*ppE* mutants compared to the WT. Filters used for selecting such genes. |∆log_2_FC|, the absolute difference of log_2_FC between *∆pppA,* or *∆pppE* and *∆pppD* mutants was set to be larger than or equal to 0.5 to exclude genes with minor variation in differential expression. See Fig. S54A for COG categories. Examples of DE operons are shown, that is, a five-gene operon that is upregulated in theΔ*pppA/E* mutants (subunit, the small subunit of the sodium/solute symporter), and a two-gene operon that is downregulated in theΔ*pppA/E* mutants including MutT CDS (KGB56_20150) and Flp family type IVb pilin CDS (KGB56_20145). Pink, upregulated; blue, downregulated. The darker the pink, the higher the relative expression level. The darker the blue, the lower the relative expression level. TPM values are indicated below genes. (**B**) Assumption 2: the ∆*pppD* harnesses different pathways than the WT for promoting swarming motility, resulting in the same observable phenotype. Selected motility genes that are up or downregulated in theΔ*pppD* mutant are shown. Upregulated chemotaxis genes (FDR ≤ 0.01) are denoted with pink asterisks. *cheA*, chemotaxis histidine protein kinase; *cheW*, linker protein; *cheY*, chemotaxis response regulator; *cheB*, chemotaxis response regulator protein-glutamate methylesterase; *cheR*, chemotaxis glutamate *O*-methyltransferase; *flbT*, flagellar biosynthesis repressor; *flgA*, flagellar basal body P-ring formation protein; *fliI*, flagellar biosynthesis type III secretory pathway ATPase; *flhB* and *fliQ,* flagellar biosynthesis protein. (**C**) Filters used for selecting DE genes in ∆*pppA*/∆p*ppE* mutants that are reversely regulated in the ∆*pppD* mutant compared to the WT. See Fig. S55 for COG categories. The expression levels (in TPM) of a LuxR family transcriptional regulator CDS (KGB56_18890) are indicated for mutants and the WT. The darker the pink, the higher the expression level. (**D**) Comparison of swarming areas between the WT, the *∆luxR* mutant, the *∆pppE* mutant, and the ∆*pppE ∆luxR* mutant. Individual data points and standard deviation are shown (Table S7). Two-tail *P*-values from *t*-test were used to determine statistical significance; *, *P*-value ≤ 0.05; n.s., not significant. Swarming pictures shown were taken 96  h after inoculation (Fig. S58).

There were no genes in the cell motility [N] category. We next investigated signal transduction [T], which could include genes regulating the swarming motility phenotype directly or indirectly. Of the two genes upregulated in the T category (Table S5, Supplementary Results section), one is predicted to encode a nucleotidyltransferase and is located within a five-gene operon (Fig. 7A). 

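The 5 genes KGB56_23390 to KGB56_23410 lie on plasmid pAb134-01 (308870 to 314863). The gene of Table S5 among them, KGB56_23400, had edgeR log2 fold changes of 1.70 in *∆pppA* (SE 0.17, adjusted p 2.7e-08), 1.44 in *∆pppE* and 0.77 in *∆pppD* against the WT, and its mean TPM was 498.1 in *∆pppA*, 453.8 in *∆pppE*, 187.0 in the WT and 160.4 in *∆pppD*. For KGB56_23405 the log2 fold changes were 2.07, 1.84 and 1.48, and for KGB56_23410 they were 1.62, 1.38 and 0.66. KGB56_23390 was at 1.03, 1.56 and 1.09, and its call in *∆pppA* was lost without WT replicate 1 or *∆pppA* replicate 1 (0.91).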

The other four genes were not hits due to the stringent cut off we set, but they still show considerable log_2_FC of 0.73–1.78. ORF2 encodes a sodium/solute symporter, and ORF1 encodes its small subunit. These genes are highly expressed in *∆pppA/E* mutants, for example, the TPM value of 3412 for ORF2 ranks as the 25th most highly transcribed gene. 

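Mean TPM of ORF2 (KGB56_23395; ± SD, n = 3) was 3412 ± 315 in *∆pppA*, 3019 ± 552 in *∆pppE*, 1783 ± 138 in the WT and 1286 ± 185 in *∆pppD*, and its rank by mean TPM was 24 in *∆pppA*, 33 in *∆pppE*, 33 in *∆pppD* and 53 in the WT. The edgeR log2 fold change was 1.22 in *∆pppA* (SE 0.21, adjusted p 5.1e-05), 0.92 in *∆pppE*, where it was not called, and 0.54 in *∆pppD*.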

An overexpression of this symporter (31) will not only increase the uptake of nutrients but also of sodium. Sodium influx is used to power flagellar rotation (32, 33). It is possible that an imbalance in the sodium gradient in *∆pppA/E* mutants slows down the flagellar motor, leading to reduced but not abolished motility. The remaining one gene upregulated in the signal transduction [T] category is described under Supplementary Results section.

There were only five downregulated genes in *∆pppA/E* mutants but NDE in the *∆pppD* mutant (Fig. 7A; Fig. S54A, Table S5). One of them is predicted to encode a Nudix hyrdolase (34, 35) (Fig. S54B). 

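Of the 5 downregulated genes of Table S5, edgeR called 5 in *∆pppA* and 4 in *∆pppE*, where KGB56_20790 stayed short of the threshold at −0.96. None was called in *∆pppD*, with log2 fold changes of 0.02 to 0.50.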

Inactivation of Nudix hydrolase genes *mutT* from *Escherichia coli* and *PA4400* from *P. aeruginosa* results in a higher mutation rate, and *PA4400* can complement an *E. coli mutT* deficient strain (36, 37). A recent study showed that *P. aeruginosa* ∆*PA4400* possessed severely impaired swarming motility (38). Thus, the downregulation of this gene could help explain the reduced swarming motility of *∆pppA/E* mutants. In addition, the gene downstream of the *mutT* homolog is predicted to encode a type IV pilin subunit (39). 

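TPM of the *mutT* homolog KGB56_20150 (chromosome, 4457820 to 4458224) was 91.8 ± 25.5 in *∆pppA*, 93.1 ± 17.3 in *∆pppE*, 233.6 ± 16.1 in the WT and 158.5 ± 16.6 in *∆pppD* (mean ± SD, n = 3). The edgeR log2 fold change was −1.06 in *∆pppA* (SE 0.18, adjusted p 3.6e-05), −1.17 in *∆pppE* (SE 0.18, adjusted p 1.4e-05) and 0.42 in *∆pppD*. The call in *∆pppA* was lost without WT replicate 1 (−0.98) or *∆pppA* replicate 2 (−0.88).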

A previous study showed that a *P. aeruginosa* type IV pilin mutant was unable to swarm (40). Thus, downregulation of the type IV pilin gene in *∆pppA/E* mutants may contribute to the attenuated swarming motility as well.

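TPM of the pilin gene KGB56_20145 (chromosome, 4457575 to 4457790) was 117.7 ± 26.5 in *∆pppA*, 99.0 ± 28.3 in *∆pppE*, 424.4 ± 64.8 in the WT and 294.7 ± 20.3 in *∆pppD* (mean ± SD, n = 3). It was downregulated in *∆pppA* (−1.57, SE 0.21, edgeR adjusted p 2.4e-06) and *∆pppE* (−1.94, SE 0.22, adjusted p 1.7e-07), and its log2 fold change in *∆pppD* was 0.45. The TPM rule did not call it (FDR 0.0105 and 0.0101).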

To probe the second scenario that the *∆pppD* mutant might harness different pathways than the WT for promoting motility, the direct pairwise differential expression analysis between *∆pppD* mutant and the WT was analyzed (Fig. 6A). In the most obvious category, cell motility [N], there were five genes upregulated in the *∆pppD* mutant (encoding one flagellin protein, one flagellar biosynthesis repressor FlbT, and three chemotaxis proteins CheW, CheB and CheR that are part of a five-gene operon), and nine genes downregulated (encoding five flagella-related proteins; three L,D-transpeptidases, and one type IV secretion system protein) (Fig. 6A and 7B; File S1). 

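In *∆pppD* against the WT, edgeR gave log2 fold changes of 2.80 for *cheR* (KGB56_17830), 2.31 for *cheB* (KGB56_17835), 2.45 for *cheY* (KGB56_17840), 2.59 for *cheW* (KGB56_17845) and 2.27 for *cheA* (KGB56_17850; SE 0.15, adjusted p 2.0e-11), all called, against 1.79, 1.33, 1.44, 1.58 and 1.28 with the TPM rule. *flbT* (KGB56_15355) was at 2.17 and KGB56_15350 at 2.16 (SE 0.20, edgeR adjusted p 3.9e-09), the latter annotated in the reference as an ABC transporter substrate-binding protein. Of the 5 downregulated flagella-related genes, edgeR called 1, *flhB* KGB56_08575 (−1.11, SE 0.24, adjusted p 0.00045). The others were at −0.61 for *flgA* KGB56_15310 (edgeR adjusted p 0.026) and −0.57 for *fliI* KGB56_08535 (adjusted p 0.052). *fliQ* KGB56_08710 was at −0.33 (edgeR adjusted p 0.36) and the hook capping gene KGB56_17040 at −0.77 (adjusted p 0.059). With the TPM rule these 5 genes were at −2.07, −1.58, −1.51, −1.32 and −1.76. This *flhB* gene was downregulated in *∆pppA* (−1.41) and *∆pppE* (−1.16) as well. Counts of these *flhB*, *fliI* and *fliQ* genes in *∆pppD* were low, at 25.5 to 65 per library. The symbols *flhB*, *flgA*, *fliI* and *fliQ* each name another gene too, which these values do not cover.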

The downregulation of genes encoding components of flagella and the upregulation of a flagella biosynthesis repressor gene suggests the *∆pppD* mutant should have reduced motility unless there was a compensatory mechanism, which seems to be the case with the upregulation of chemotaxis genes. 

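Flagellar genes (63) had a median edgeR log2 fold change of 0.29 in *∆pppD* against the WT (limma camera adjusted p 0.0085, fry adjusted p 0.00058), which lay below 0 at −0.04 with library size only and −0.59 with limma on log2(TPM + 1). Those scalings lower all genes together, and under both the set still ranked above the other genes (limma camera adjusted p 0.010). 10 of them were called upregulated and 1 downregulated by edgeR, and 1 and 5 by the TPM rule. The median stayed between 0.23 and 0.31 with 1 library left out. Chemotaxis genes (9) had a median of 1.35 (limma camera adjusted p 0.0085, fry adjusted p 2.9e-08), which was above 0 under the other scalings tried for sets (1.02 with library size only, 0.37 with limma on log2(TPM + 1)) and 1.24 to 1.41 with 1 library left out. 5 genes of this set were called upregulated by edgeR and 0 downregulated, 5 and 0 with DESeq2, 5 and 1 with library size only, and 4 and 0 with the TPM rule. The set holds *cheR*, *cheB* and *cheW* but not *cheA* or *cheY*, which edgeR also called. Its 5 called genes are therefore not the 5 genes of the operon.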

Downregulation of chemotaxis genes was observed in a swarming-deficient mutant of *Vibrio parahaemolyticus* (41) conversely, upregulation might promote motility in the *∆pppD* mutant as a compensatory mechanism.

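A search for genes upregulated in *∆pppA* and *∆pppE* and downregulated in *∆pppD*, each against the WT, returned 42 genes with edgeR, 44 with DESeq2 and 10 with the TPM rule, of which 8 were shared with the 42. On TPM, 12 genes had a log2 fold change of −1 or lower in *∆pppD* at any FDR. Limma on log2(TPM + 1) gave 29. For the genes of Table S6, edgeR called all 12 upregulated in *∆pppA* and *∆pppE* and 10 of them downregulated in *∆pppD*, the exceptions being KGB56_13020 (−0.30) and KGB56_03310 (−0.20). The opposite pattern, down in *∆pppA* and *∆pppE* and up in *∆pppD*, returned 0 genes with edgeR, DESeq2 and the TPM rule, and 1 gene with edgeR when WT replicate 1 or *∆pppD* replicate 3 was left out.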

To identify genes that may be implicated in the opposing effects of PA and PB, we searched for genes that were DE in opposite directions in the *∆pppD* and *∆pppA/E* mutants when compared to the WT, respectively, and identified 12 genes (Fig. 7C; Fig. S55; Table S6). 

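KGB56_18890, a LuxR family regulator gene of Table S6, lies on the chromosome (4185840 to 4186559). Its mean TPM (± SD, n = 3) was 25983 ± 2708 in *∆pppA*, 24941 ± 557 in *∆pppE*, 8937 ± 812 in the WT and 1302 ± 296 in *∆pppD*, and the ranges did not overlap between the WT, *∆pppD* and the other 2 mutants. The edgeR log2 fold change was 1.82 in *∆pppA* (SE 0.17, adjusted p 1.0e-08), 1.64 in *∆pppE* (SE 0.17, adjusted p 5.3e-08) and −1.83 in *∆pppD* (SE 0.17, adjusted p 5.3e-09).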

One gene caught our attention because it is predicted to encode an orphan LuxR-type transcriptional regulator (KGB56_18890) (Fig. 7C; File S1). The original *luxR* encodes a well-known cell-density-dependent transcriptional regulator involved in quorum sensing in *Vibrio fischeri* and associated with *luxI* that encodes acyl-homoserinelactone synthase to produce the autoinducer (42). Although we identified no *luxI* homolog in the genome of *P. brasiliensis*, in accordance with previous reports of other sequenced *Pseudovibrio* genomes (43, 44), the LuxR-type transcriptional regulator does contain an *N*-terminal autoinducer-binding domain (pfam03472). Interestingly, a type III PKS BGC located in the same plasmid as *ppp* shows sequence similarity to alkylresorcinol BGCs (e.g., 32% identity to type III PKS SrsA from *Streptomyces*, accession code BGC0000282) (45). An orphan LuxR from *Photorhabdus* bacteria, PauR, has been shown to sense alkylresorcinols (46). Although the identity of *P. brasiliensis* LuxR to PauR is low (20% at the amino acid level), the transcription pattern of the type III PKS (KGB56_24430) is the same as that of the LuxR gene, that is, high in the ∆*pppA/E* mutants, moderate in the WT, and low in the ∆*pppD* mutant, opening an avenue for future studies (Table S6).

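TPM of the type III PKS gene (pAb134-02, 92520 to 93641) was 687.9 ± 67.7 in *∆pppA*, 989.8 ± 138.6 in *∆pppE*, 334.3 ± 12.9 in the WT and 17.6 ± 7.64 in *∆pppD* (mean ± SD, n = 3). The edgeR log2 fold changes were 1.34 in *∆pppA* (SE 0.17, adjusted p 1.2e-06), 1.73 in *∆pppE* (SE 0.17, adjusted p 3.3e-08) and −3.32 in *∆pppD* (SE 0.19, adjusted p 1.1e-12).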

Many LuxR variants exist, including orphan QscR and VjbR (47, 48) which show sequence identity to the DE LuxR we identified albeit low (26%). Analogously to what we observed with Δ*pppA/E* mutants, upregulation of QscR from *P. aeruginosa* PAO1 resulted in reduced swarming motility (47). Another gene in the signal transduction [T] category is described under Supplementary Results section.

To test whether upregulation of the *luxR* gene (KGB56_18890) contributes to the reduced motility phenotype of the *∆pppE* mutant, we followed two approaches. The first one was overexpression of the *luxR* gene in the WT and in the *∆pppD* mutant. We first attempted to clone the *luxR* gene using the pAM4891 vector that contains a constitutive promoter and we used for the previous complementation experiments. However, all clones we obtained contained mutations, most of which were stop codon mutations that would likely render the protein non-functional, indicating that this LuxR protein is toxic in *E. coli*. Attempting to clone the *luxR* gene under its own promoter led to similar results. Finally, cloning using a l-rhamnose-inducible promoter was successful. However, WT and *∆pppD* mutant containing pYDrhaR showed decreased growth even in the absence of inducer which prevented accurate comparison of their motility phenotypes (Fig. S56 and S57). We observed a similar impact on growth when using another inducible vector, whereas pAM4891 containing a constitutive promoter and used for complementation studies here did not show a growth defect (49). We next deleted the *luxR* gene in the WT and in *∆pppE* backgrounds. Deletion of the *luxR* gene in the WT delayed the onset of swarming as observed at 24 and 48 h (Fig. S58). In contrast, we observed no difference in swarming for the WT and *∆luxR* mutant at 72 and 96 h. However, the average swarming area of the *∆pppE ∆luxR* mutant was statistically larger than that of the *∆pppE* mutant at these later time points (Fig. 7D; Fig. S58; Table S7). The change in motility was unrelated to growth (Fig. S59). This suggests that expression of *luxR* at the levels observed in the WT is important for WT level motility.

Taken together, compensatory mechanisms seem to be at play, resulting in the same observable flagellar motility phenotype between the WT and the *∆pppD* mutant. Moreover, a *luxR* gene was identified that when upregulated contributes to the reduced swarming motility of the *∆pppE* mutant.

## DISCUSSION

The term “holobiont” has been coined to express the crucial relationship between plants and animals and their associated microbes (4). Microbial metabolites are important in establishing and maintaining microbe-host associations. For instance, motility, mediated by bacterial metabolites, is known to be important for host colonization (9). We previously identified a link between flagellar motility and pseudovibriamides (10). The *ppp* gene cluster that encodes pseudovibriamides (Fig. 1) is found not only in bacteria that interact with marine sponges but also in terrestrial bacteria that interact with plants and animals (10).

The main goal of the present work was to reveal how pseudovibriamides affect flagellar motility. We started by obtaining mutant strains with different compositions of pseudovibriamides while gaining insight into pseudovibriamide biosynthesis. We considered two hypotheses to explain the presence of PA, PB and PC in *P. brasiliensis*. Either PA and PC represent hydrolysis products of PB catalyzed by an accessory hydrolase, or PA is directly released from PppC catalyzed by the thioesterase domain using water as the nucleophile (Fig. 1). We considered PppH as a PB hydrolase because it shows sequence similarity to the hydrolase family of enzymes. If true, we would expect the hydrolase-inactive mutant to produce only PB. However, the Δ*pppH* mutant produced only PA (Fig. 2). None of the accessory genes was identified as encoding a PB hydrolase. Instead, the second hypothesis seems plausible that the TE domain in PppC can accept either water as nucleophile resulting in PA or it can accept PC (or pre-PC) resulting in PB. *In vitro* studies are necessary to further test this hypothesis.

Swarming motility assays suggested that only PA is required for WT level motility. Mutants that produced only PA (*∆pppD, ∆pppH, ∆pppI,* and ∆*pppJ*) displayed motility comparable to the WT (Fig. 4), whereas mutants that produced only PC (*∆pppA*) or no pseudovibriamides (*∆pppE*) showed reduced motility (Fig. 4).

We next performed transcriptomic studies of the WT and of mutant strains that produce either only PA (Δ*pppD*), only PC (Δ*pppA*) or no pseudovibriamides (Δ*pppE*) to test whether pseudovibriamides influence gene transcription. Since several RNA-seq normalization methods are available and errors in normalization can result in false positives (50), we first compared normalization methods and performed follow up experiments for validation using a GFP reporter assay to ensure the identified DE genes would have physiological relevance. From the two methods tested—DESeq2 and TPM, representing normalization by distribution and library size, respectively (50)—TPM seemed to eliminate false positives (Fig. 5C and D; Fig. S51). A recent study to evaluate RNA-seq normalization methods also concluded that TPM performed best in preserving biological signal (51).

From the transcriptomic data, we concluded that PC plays no role in modulating transcription since the transcriptomes of Δ*pppA* and Δ*pppE* mutants were equivalent (Fig. 5B). In contrast, PA and PB play major roles as 13% of the total number of genes are differentially expressed when PA and PB are missing (Δ*pppA* vs WT, Fig. 5C) and 29% of the total number of genes are differentially expressed when PB is missing but PA is present (Δ*pppD* vs WT, Fig. 5D). 

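With edgeR, 24.7% of the 5312 genes were DE in *∆pppA* against the WT (1311 genes), 30.4% in *∆pppD* (1615) and 20.1% in *∆pppE* (1066). The TPM rule gave 12.7% in *∆pppA* and 29.3% in *∆pppD*. Between *∆pppA* and *∆pppD*, edgeR called 21.2% of all genes, and between *∆pppA* and *∆pppE* 0.73%.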

The results also suggested that PA and PB have opposite effects on a subset of 446 DE genes, with PB having a primary role in gene upregulation and PA in downregulation (Fig. 6; File S1). Although the opposite roles of PA and PB seem counterintuitive, a speculation for future studies is that perhaps PB binds preferentially (with higher affinity) to its unidentified receptor in the WT, but given that PA is a fragment of PB, PA can also bind but with lower affinity, and especially in the absence of PB in the Δ*pppD* mutant. Binding of PA may result in a different conformation of the receptor than when PB binds.

Accordingly, a compensatory mechanism appears to be at play in the Δ*pppD* mutant that results in the same observable flagellar motility phenotype as the WT. This is plausible based on the upregulation of chemotaxis genes while flagella component genes are downregulated (Fig. 7B). In addition, 12 genes are inversely regulated between the *∆pppD* mutant and *∆pppA*/*∆pppE* mutants when compared to the WT (Fig. 7C). For instance, the drastic difference in the transcription level of a LuxR-type regulator appears to contribute to the differential swarming motility phenotypes (Fig. 7D).

In conclusion, motility enables bacteria to reach new habitats and to colonize host tissue. Many questions remain to be answered regarding bacterial motility, including identifying which chemical signals mediate motility and how they do so. Here we showed that pseudovibriamides affect motility by modulating transcription, ultimately revealing new signaling molecules. Importantly, the effects of pseudovibriamides appear to extend beyond motility to affect yet-to-be identified phenotypes. Future studies should focus on more detailed biosynthetic investigations such as the timing of hydroxylation by PppK, and the joint role of PppHIJ in propionylation – literature precedence for multi-protein complexes catalyzing acylation does exist (52). Future studies should also elucidate the exact mechanisms by which pseudovibriamides modulate gene transcription.

## MATERIALS AND METHODS

### General cultivation conditions

*P. brasiliensis* Ab134 was cultivated at 30°C on BD Difco Marine Agar 2216 (MA) or in BD Difco Marine Broth 2216 (MB) for 18–20 h unless otherwise noted. Chloramphenicol (8 µg/mL) and kanamycin (200 µg/mL) were used for mutant selection as appropriate. *E. coli* strains were cultured in BD Difco Luria Broth (LB) or on LB agar for 18–20 h. Chloramphenicol (25 µg/mL) and kanamycin (50 µg/mL) were used for mutant selection as appropriate. *E. coli* DH5α(λpir) was used for propagation of pDS132-based vectors and *E. coli* SM10(λpir) for conjugation with Ab134. *E. coli* DH5α was used for propagation of pSEVA227M-based or pAM4891-based vectors and *E. coli* S17-1 for conjugation. All strains were cryo-preserved in 20% glycerol [*v/v*] at −80°C.

### Plasmid construction

Plasmids used in this study are summarized in Table S2. Oligonucleotide primers (Table S8) were synthesized by Sigma-Aldrich. Vector pDS132 was used to construct plasmids for in-frame deletion, pSEVA227M for promoter probe studies, and pAM4891 for genetic complementation (53–55). See Supplementary Information for details.

### In-frame deletion and complementation

Mutants were generated by in-frame deletion via homologous recombination (Fig. S1). pDS132 or pYD004-based suicide vectors were first transformed into *E. coli* SM10(λpir), which was used as the conjugation donor for transferring vectors into Ab134. The detailed conjugation protocol can be found under Supplementary Information. Obtained clones were analyzed by two parallel PCRs to identify single crossover (SCO) colonies (Fig. S1). Confirmed SCO clones were streaked onto non-selective MA plates and incubated overnight at 30°C. MA containing 5% sucrose was used for counterselection of the vector. Chloramphenicol-sensitive clones were analyzed by PCR to confirm the gene replacement (Fig. S2). All pAM4891-based complementation vectors (49, 55) were first electroporated into *E. coli* S17-1, which was used as the conjugation donor for introducing vectors into Ab134 mutants. Except for the pYDcompD, which was electroporated directly into the *∆pppD* mutant. Kanamycin (200 µg/mL) was used to select the incoming plasmid and exconjugants or transformants were confirmed by plasmid extraction and restriction digest.

### Swarming assays

The protocol used was as we previously reported (10) with only minor modifications as detailed under Supplementary Information.

### Pseudovibriamide extraction and analysis

Pseudovibriamides were extracted in two ways based on culture conditions. (A) Swarming agar cultures were extracted with one volume (20 mL) of methanol by sonicating for 1 h, after which the extract was filtered through filter paper. (B) Liquid cultures were extracted by first capturing metabolites using XAD-7HP resin (Sigma-Aldrich), and then extracting the resin with methanol. Methanol extracts were dried under reduced pressure and stored at −20°C until analysis. See Supplementary Information for further details and for pseudovibriamide extraction from cell pellet and supernatant. Extracts were analyzed by either dried droplet MALDI-ToF MS or by UPLC-QToF-MS/MS as described under Supplementary Information.

### RNA extraction and transcriptomics analyses

The overall scheme is summarized in Fig. S60. RNA was isolated from 24 h triplicate cultures using the RiboPure-Bacteria kit (Thermo Fisher Scientific) following the manufacturer’s instructions. Purified RNA (Table S9) with RNA integrity number >8.0 was sent to SeqCenter (Pittsburgh, MA) for bacterial rRNA depletion RNA sequencing using a NextSeq2000 sequencer giving 2 × 51 bp reads. Demultiplexing, quality control, and adapter trimming was performed with bcl-convert (v3.9.3). Raw Illumina reads of each sample were mapped to the Ab134 whole genome (NCBI accession number GCA_018282095.1) using Geneious. Expression levels (FPKM, RPKM, and TPM) were calculated (all contigs at once) with the option that ambiguously mapped reads were counted as partial matches. Pairwise differential expression analysis was performed by using DESeq2 package in Geneious or using TPM values to calculate FC directly (FDR was calculated using Benjamini-Hochberg function in R studio). The eggnog-mapper V2.0 was used to perform functional annotation based on Clusters of Orthologous Genes (COGs) (56). Further analysis of DE gene function was performed using Basic Local Alignment Search Tool (BLAST) (57) Phyre2 protein fold recognition (25) and contrastive learning-enabled enzyme annotation (CLEAN) (26). See Supplementary Information for further details.

## Data Availability

RNA-seq data were deposited at NCBI (accession code GSE263005).

# Supplementary material for: Pseudovibriamides from Pseudovibrio marine sponge bacteria promote flagellar motility via transcriptional modulation
**Source:** mBio. 2024 Dec 27;16(2):e03115-24. doi: 10.1128/mbio.03115-24
**Supplement:** Supplemental Information — Supplemental methods, results, tables, and figures.

## Supplementary Information

### **Pseudovibriamides from *Pseudovibrio* marine sponge bacteria promote flagellar motility via transcriptional modulation**

Yitao Dai,<sup>1</sup> Vitor Lourenzon,<sup>1</sup> Laura P. Ióca,<sup>1,2</sup> Dua Al-Smadi,<sup>1</sup> Lydia Arnold,<sup>1</sup> Ian McIntire,<sup>1</sup> Roberto G. S. Berlinck,<sup>2</sup> Alessandra S. Eustáquio<sup>1\*</sup>

## 23 Table of Contents

## Supplementary Results

**Identifying DE genes potentially involved with reduced swarming motility.** Considering scenario 1 (the  $\Delta pppD$  mutant possess the same set of genes unaffected compared to the wild type and regulated inversely in  $\Delta pppA$  and  $\Delta pppE$  mutants compared to the wild type), two of the three genes identified in the signal transduction [T] category not described in the main text are described here. 

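KGB56_13360 is 1 of the upregulated genes of Table S5. Its mean TPM was 26.2 in *∆pppA*, 29.8 in *∆pppE*, 12.9 in the WT and 15.0 in *∆pppD*. The edgeR log2 fold change was 1.30 in *∆pppA* (SE 0.16, adjusted p 5.4e-07), 1.37 in *∆pppE* (SE 0.16, adjusted p 3.0e-07) and 1.16 in *∆pppD* (SE 0.16, adjusted p 1.5e-06), where the TPM rule gave 0.22 and did not call it.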

One is predicted to encode YscD (locus tag: KGB56\_13360), a type III secretion system (T3SS) inner membrane ring subunit (1). However, it is not near any genes that encode the remaining components of T3SS, and there is no direct relationship reported in the literature between YscD and swarming motility that we could find. The second gene (locus tag: KGB56\_13020) upregulated in [T] is predicted to encode an amino acid periplasmic substrate binding protein of an ABC transporter. 

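TPM of KGB56_13020 was 424.8 ± 47.7 in *∆pppA*, 259.7 ± 15.9 in *∆pppE*, 110.1 ± 5.31 in the WT and 44.4 ± 6.84 in *∆pppD* (mean ± SD, n = 3). It was upregulated in *∆pppA* (2.24, SE 0.18, edgeR adjusted p 6.2e-10) and *∆pppE* (1.40, SE 0.17, adjusted p 7.6e-07). In *∆pppD* its edgeR log2 fold change was not called (adjusted p 0.15), while the TPM rule gave −1.31 and called it downregulated.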

The substrate could be arginine, lysine, or histidine based on BLAST results. As described in the main text, upregulation of ABC transporters has been observed in non-swarming cells (2).

## Materials and Methods

**Chemicals and general experimental procedures.** Chemicals and enzymes were acquired from Sigma-Aldrich, VWR, BD, and Thermo Fisher Scientific, unless otherwise noted. Restriction enzymes were purchased from New England Biolabs (NEB). Phusion<sup>TM</sup> high-fidelity DNA polymerase (Thermo Fisher Scientific, referred as PHF polymerase later) and DreamTaq Master Mix 2 $\times$  (Thermo Fisher Scientific) were used for PCR amplification. T4 DNA ligase (Thermo Fisher Scientific) was used for cloning. Oligonucleotide primers were designed in Geneious and synthesized by Sigma-Aldrich (see **Table S8** for detailed sequences). A Bio-Rad T100 thermal cycler was used for PCR reactions. The general PCR parameters for PHF polymerase reactions were: 60 s at 98°C; 30 cycles of 98°C for 10 s, Ta for 30 s, and 72°C for 30 s/kb; final extension

for 10 mins at 72°C; and an indefinite hold at 10°C, and for DreamTaq polymerase reactions were: 3 mins at 95°C; 30 cycles of 95°C for 30 s, Ta for 30 s, and 72°C for 1 min/kb; final extension for 10 mins at 72°C; and an indefinite hold at 10°C. Genomic DNA was isolated using GenElute™ Bacterial Genomic DNA Kit (Sigma-Aldrich). ZymoPURE Plasmid Miniprep kits were used to extract plasmid DNA. The RiboPure™-Bacteria kit (Thermo Fisher Scientific) was used to extract RNA. Zymo Research Clean and Concentrator kit was used for DNA cleanup. To confirm the accuracy of plasmid constructs, Sanger sequencing was performed by UIC's genome research core and whole plasmid sequencing by Primordium labs.

### **Plasmid construction.**

General. Ab134 genomic DNA was used as template for amplification of homology arm pairs (construction of pYD00A/D/G/K, pVL00E/F, pLI04/5/7, pYDORF1 and pLA002), a fragment containing predicted promoter of *pppA* (pYDproA), and fragments containing *pppG/H/I/J/K/E/F* genes respectively (pDS00H/I/J, pYDcompE/F/G, pVL00K). Phusion™ high-fidelity DNA polymerase (Thermo Scientific, referred as PHF polymerase later) was used for PCR amplification using primers listed in **Table S8** at 500 nM each unless otherwise noted. After restriction digests with the appropriate enzymes (**Table S8**), T4 DNA Ligase (Thermo Scientific) was used to ligate inserts and vector backbones. NEBuilder® HiFi DNA Assembly Master Mix was used for building pYDcompE/F/G.

Construction of pYD004 to be used as vector to construct deletion plasmids. PHF polymerase and the primer pair lacZ\_F / lacZ\_R (Ta = 63°C, 30 cycles) were used to amplify the *lacZα* gene from pSET152 (Bierman, 1992). PCR products were digested with SpeI-HF on both ends and ligated into pDS132 digested with XbaI. LB agar (20 mL) supplemented with chloramphenicol (25 µg/mL) was treated with 5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside (X-Gal, 0.8 mg/mL) and used to select *E. coli* DH5α (λpir) clones (blue colonies) that were further confirmed by using restriction digestion (EcoRV) and Sanger sequencing.

Construction of pYD00A to generate  $\Delta$ pppA strain. One 895-bp upstream homology arm and one 888-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs pppA\_Up\_F / pppA\_Up\_R (Ta = 62°C, 30 cycles) and pppA\_Down\_F / pppA\_Down\_R (Ta = 62°C, 30 cycles) respectively. Both homology arms were assembled using splicing by overlap extension-PCR (SOE-PCR) with the following reaction (50  $\mu$ L): purified homology arms (~100 ng), 0.2 mM dNTP mix (Thermo Scientific), 3% DMSO, 0.02 U/ $\mu$ L PHF polymerase with 1 $\times$  PHF buffer, and molecular biology grade water. Extension reactions were performed using following parameters: 60 s at 98°C; 5 cycles of 98°C for 10 s, 60°C for 30 s, and 72°C for 90 s; and a final hold at 10°C. The primer pair pppA\_Up\_F / pppA\_Down\_R (Ta = 62°C) was added to the extension reaction before starting amplification: 60 s at 98°C; 30 cycles of 98°C for 10 s, 62°C for 30 s, and 72°C for 90 s; and a final extension for 10 mins at 72°C. The PCR product was digested with XbaI and Sall-HF and ligated into pYD004 digested with the same enzymes (located inside *lacZ $\alpha$*  gene). LB agar (20 mL) supplemented with chloramphenicol (25  $\mu$ g/mL) was treated with X-Gal (0.8 mg/mL) to select *E. coli* DH5 $\alpha$  ( $\lambda$ pir) clones (white colonies as *lacZ $\alpha$*  gene was interrupted) that were further confirmed by using restriction digestion (SmaI) and Sanger sequencing.

Construction of pYD00D to generate  $\Delta$ pppD strain. One 801-bp upstream homology arm and one 799-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs pppD\_Up\_F / pppD\_Up\_R (Ta = 61°C, 30 cycles) and pppD\_Down\_F\_2 / pppD\_Down\_R (Ta = 61°C, 30 cycles) respectively. Both homology arms were assembled using SOE-PCR as described for pYD00A above. The same parameters of pYD00A were used for the first extension step except for the annealing temperature at 58°C for 30 s. The same parameters were also used for the second, amplification step except that the primer pair added was pppD\_Up\_F / pppD\_Down\_R (Ta = 61°C). The same restriction digestion, ligation, screening, and verification procedures of pYD00A were used.

271 Construction of pVL00E to generate  $\Delta$ pppE strain. One 740-bp upstream homology arm and one  
272 730-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs  
273 pppE\_Up\_F / pppE\_Up\_R (Ta = 62°C, 30 cycles) and pppE\_Down\_F / pppE\_Down\_R (Ta = 61°C,  
274 30 cycles) respectively. Both homology arms were assembled using SOE-PCR as described for  
275 pYD00A above. The same parameters of pYD00A were used for the first thermal cyclers extension.  
276 The same parameters were also used for the second amplification step except that the primer  
277 pair added was pppE\_Up\_R / pppE\_Down\_F (Ta = 61°C). Same restriction digestion, ligation,  
278 screening, and verification procedures of pYD00A were used.

279 Construction of pVL00F to generate  $\Delta$ pppF strain. One 873-bp upstream homology arm and one  
280 870-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs  
281 pppF\_Up\_F / pppF\_Up\_R (Ta = 63°C, 30 cycles) and pppF\_Down\_F / pppF\_Down\_R (Ta = 63°C,  
282 30 cycles) respectively. Both homology arms were assembled using SOE-PCR with the reaction  
283 mentioned in pYD00A construction. The same parameters of pYD00A were used for the first  
284 thermal cyclers extension except for the annealing temperature at 61°C for 30 s. The same  
285 parameters were also used for the second amplification step except for the primer pair added was  
286 pppF\_Up\_R / pppF\_Down\_F (Ta = 61°C). The PCR product was digested with XbaI and XhoI  
287 (compatible with Sall-HF) due to the presence of a Sall restriction site in the upstream homology  
288 arm. The same ligation, screening, and verification procedures of pYD00A were used.

289 Construction of pYD00G to generate  $\Delta$ pppG strain. One 892-bp upstream homology arm and one  
290 925-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs  
291 pppG\_Up\_F / pppG\_Up\_R (Ta = 61°C, 30 cycles) and pppG\_Down\_F / pppG\_Down\_R (Ta =  
292 62°C, 30 cycles) respectively. Both homology arms were assembled using SOE-PCR with the  
293 reaction mentioned for pYD00A. The same parameters of pYD00A were used for the first thermal  
294 cyclers extension except for the annealing temperature at 59°C for 30 s. The same parameters  
295 were also used for the second amplification step except for the primer pair added was  
296 pppG\_Up\_R / pppG\_Down\_F (Ta = 61°C). The same restriction digestion, ligation, and screening

procedures of pYD00A were used. Positive clones were further confirmed by using restriction digestion (NcoI) and Sanger sequencing.

Construction of pYD00K to generate  $\Delta pppK$  strain. One 977-bp upstream homology arm and one 921-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs pppK\_Up\_F / pppK\_Up\_R (Ta = 64°C, 30 cycles) and pppK\_Down\_F / pppK\_Down\_R (Ta = 66°C, 30 cycles) respectively. Both homology arms were assembled using SOE-PCR with the reaction mentioned for pYD00A. The same parameters of pYD00A were used for the first thermal cyclor extension except that the annealing temperature was 64°C for 30 s. The same parameters were also used for the second amplification step except for the primer pair added was pppK\_Up\_R / pppK\_Down\_F (Ta = 66°C). The same ligation, screening, and verification procedures of pYD00G were used.

Construction of pYDORF1 to generate  $\Delta pppL(=ORF1)$  strain. One 752-bp upstream homology arm and one 765-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs ORF1\_Up\_F\_2 / ORF1\_Up\_R (Ta = 61°C, 30 cycles) and ORF1\_Down\_F\_2 / ORF1\_Down\_R (Ta = 61°C, 30 cycles) respectively. Both homology arms were assembled using SOE-PCR with the reaction mentioned for pYD00A. The same parameters of pYD00A were used for the first thermal cyclor extension except that the annealing temperature at 58°C for 30 s. The same parameters were also used for the second amplification step except for the primer pair added was ORF1\_Up\_F\_2 / ORF1\_Down\_R (Ta = 61°C). Same ligation, and screening procedures of pYD00A were used. Positive clones were further confirmed by using double restriction digestion (XbaI and Sall-HF) and Sanger sequencing.

Construction of pLA002 to generate  $\Delta pppM(=ORF2)$  strain. One 919-bp upstream homology arm and one 980-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs ORF2\_Up\_F / ORF2\_Up\_R (Ta = 61°C, 30 cycles) and ORF2\_Down\_F / ORF2\_Down\_R (Ta = 61°C, 30 cycles) respectively. Both homology arms were assembled using SOE-PCR with the reaction mentioned for pYD00A. The same parameters of pYD00A were used

for the first thermal cycler extension except for the annealing temperature at 61°C for 30 s. The same parameters were also used for the second amplification step except for the primer pair added was ORF2\_Up\_F / ORF2\_Down\_R (Ta = 61°C). Same restriction digestion, ligation, screening, and verification procedures of pYDORF1 were used.

Construction of pLI04 to generate  $\Delta pppH$  strain. One 951-bp upstream homology arm and one 905-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs oLI32 / oLI33 (Ta = 57°C, 30 cycles) and oLI34 / oLI35 (Ta = 60°C, 30 cycles) respectively. Both homology arms were assembled using SOE-PCR with the reaction mentioned for pYD00A. The same parameters of pYD00A were used for the first thermal cycler extension except for the annealing temperature at 62°C for 30 s. The same parameters were also used for the second amplification except for the primer pair added was oLI33 / oLI34 (Ta = 59°C). The PCR product was digested with XbaI and ligated into pDS132 digested with XbaI. LB agar (20 mL) supplemented with chloramphenicol (25 µg/mL) was used to select *E. coli* DH5α ( $\lambda$ pir) clones that were further confirmed by using double restriction digestion (NcoI and BamHI) and Sanger sequencing.

Construction of pLI05 to generate  $\Delta pppI$  strain. One 979-bp upstream homology arm and one 980-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs oLI36 / oLI37 (Ta = 61°C, 30 cycles) and oLI38 / oLI39 (Ta = 61°C, 30 cycles) respectively. Both homology arms were assembled using SOE-PCR with the reaction mentioned for pYD00A. The same parameters of pLI04 were used for the first thermal cycler extension. The same parameters were also used for the second amplification step except that the primer pair added was oLI37 / oLI38 (Ta = 61°C). The same restriction digestion, ligation, screening, and verification procedures of pLI04 were used. Clones were further confirmed by using restriction digestion (EcoRV-HF) and Sanger sequencing.

Construction of pLI07 to generate  $\Delta pppJ$  strain. One 1014-bp upstream homology arm and one 994-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs

oLI40 / oLI41 (Ta = 61°C, 30 cycles) and oLI46 / oLI43 (Ta = 61°C, 30 cycles) respectively. Both  
homology arms were assembled using SOE-PCR with the reaction mentioned for pYD00A. The  
same parameters of pLI04 were used for the first thermal cyclers extension. The same parameters  
were also used for the second amplification step except that the primer pair added was oLI41 /  
oLI46 (Ta = 61°C). The PCR product was digested with XbaI and SacI and ligated into pDS132  
also digested with XbaI and SacI. LB agar (20 mL) supplemented with chloramphenicol (25 µg/mL)  
was used to select *E. coli* DH5α (λpir) clones that were further confirmed by using double  
restriction digestion (NcoI and BamHI) and Sanger sequencing. The same ligation and screening  
of pLI04 were used.

Construction of pYDluxR to generate ΔluxR strain. One 838-bp upstream homology arm and one  
839-bp downstream homology arm were amplified using PHF DNA polymerase and primer pairs  
luxR\_Up\_F / luxR\_Up\_R (Ta = 61°C, 30 cycles) and luxR\_Down\_F / luxR\_Down\_R (Ta = 61°C,  
30 cycles) respectively. A 5322-bp fragment excluding the *lacZα* gene was amplified from  
linearized pYD004 (XbaI digested) using PHF DNA polymerase and the primer pair YD\_4\_F /  
YD\_4\_R (Ta = 61°C, 30 cycles). Modified Gibson assembly was used for cloning (NEBuilder® HiFi  
DNA Assembly Master Mix) (Gibson, 2009). LB agar (20 mL) supplemented with chloramphenicol  
(25 µg/mL) was treated with X-Gal (0.8 mg/mL) to select *E. coli* DH5α (λpir) clones (white colonies  
as *lacZα* gene was interrupted) that were further confirmed by using restriction digestion (SmaI)  
and whole plasmid sequencing.

Construction of pYDproA for the autoregulation test. The promoterless pSEVA227M plasmid  
vector was used as the backbone with a monomeric superfolder green fluorescent protein  
(msfGFP) inserted as a reporter. One 216-bp upstream fragment of *pppA* gene containing a  
predicted promoter and a ribosome binding site was amplified using PHF DNA polymerase and  
the primer pair Pro\_pppA\_F / Pro\_pppA\_R (Ta = 57°C, 30 cycles). Both PCR product and  
pSEVA227M were digested with XbaI and HindIII, and the promoter fragment was inserted into a  
position 14-bp upstream of the *msfGFP* gene. After ligation, the mixture was chemically

transformed into *E. coli* DH5 $\alpha$ , and positive clones were selected by using LB agar (20 mL) supplemented with kanamycin (50  $\mu$ g/mL) and further confirmed by using restriction digestion (AseI) and Sanger sequencing.

Construction of pDS00H for *pppH* trans-complementation. The 1141-bp fragment containing the *pppH* gene and ribosomal binding site (RBS) was amplified using PHF DNA polymerase and the primer pair *pppH\_comp\_F* / *pppH\_comp\_R* ( $T_a$  = 60°C, 30 cycles). The PCR product was digested with NdeI and BamHI (compatible with BglII) and ligated into pAM4891 digested with NdeI and BglII (located inside the *GFP* gene; 68% of the *GFP* gene was retained downstream of the insertion site). LB agar (20 mL) supplemented with kanamycin (50  $\mu$ g/mL) was used to select *E. coli* DH5 $\alpha$  clones with lower intensity of green fluorescence and were further confirmed by using restriction digestion (SmaI) and Sanger sequencing.

Construction of pDS00I for *pppI* trans-complementation. The 831-bp fragment containing the *pppI* gene and RBS was amplified using PHF DNA polymerase and the primer pair *pppI\_comp\_F* / *pppI\_comp\_R* ( $T_a$  = 59°C, 30 cycles). The PCR product was digested with NdeI and BglII and ligated into the same sites of pAM4891. The same screening and verification procedures of pDS00H were used.

Construction of pDS00J for *pppJ* trans-complementation. The 723-bp fragment containing the *pppJ* gene and RBS was amplified using PHF DNA polymerase and the primer pair *pppJ\_comp\_F* / *pppJ\_comp\_R* ( $T_a$  = 60°C, 30 cycles). The same restriction digestion, ligation, screening, and verification procedures of pDS00I were used.

Construction of pVL00K for *pppK* trans-complementation. The 1017-bp fragment containing the *pppK* gene and RBS was amplified using PHF DNA polymerase and the primer pair *pppK\_F* / *pppK\_R* ( $T_a$  = 64°C, 30 cycles). The same restriction digestion, ligation, and screening procedures of pDS00I were used. Whole plasmid sequencing was used for verification.

Construction of pYDcompE for *pppE* trans-complementation. The 831-bp fragment containing the *pppE* gene and RBS was amplified using Q5 High-fidelity DNA polymerase and primer pairs

401 pppE\_comp\_F / pppE\_comp\_R (Ta = 69°C, 30 cycles) following the manufacturer's instructions.  
402 A 7057-bp fragment excluding the *GFP* gene was amplified from pAM4891 using PHF DNA  
403 polymerase and the primer pair pAM4891\_GA\_F / pAM4891\_GA\_R (Ta = 61°C, 30 cycles).  
404 Gibson assembly was used for cloning (NEBuilder® HiFi DNA Assembly Master Mix) (Gibson,  
405 2009). LB agar (20 mL) supplemented with kanamycin (50 µg/mL) was used to select *E. coli* DH5α  
406 clones with no green fluorescence that were further confirmed by using restriction digestion (XhoI  
407 and EcoRV) and whole plasmid sequencing.

408 Construction of pYDcompF for pppF trans-complementation. The 834-bp fragment containing the  
409 *pppF* gene and RBS was amplified using Q5 High-fidelity DNA polymerase and primer pairs  
410 pppF\_comp\_F / pppF\_comp\_R (Ta = 63°C, 30 cycles). The same 7057-bp fragment from  
411 pAM4891 as described above for pYDcompE was used for cloning. The same screening  
412 procedure was used to pick positive clones, which were further confirmed by using restriction  
413 digestion (BamHI and EcoRV) and whole plasmid sequencing.

414 Construction of pYDcompG for pppG trans-complementation. The 1280-bp fragment containing  
415 the *pppG* gene and RBS was amplified using Q5 High-fidelity DNA polymerase and primer pairs  
416 pppG\_comp\_F / pppG\_comp\_R (Ta = 65°C, 30 cycles). The same 7057-bp fragment from  
417 pAM4891 as described above for pYDcompE was used for cloning. The same screening  
418 procedure was used to pick positive clones, which were further confirmed by using restriction  
419 digestion (SmaI) and whole plasmid sequencing.

420 Construction of pYDcompD for pppD trans-complementation. The 8994-bp fragment containing  
421 the *pppD* gene and RBS was amplified using PHF DNA polymerase and primer pairs pppD\_GA\_F  
422 / pppD\_GA\_R (Ta = 64°C, 30 cycles). The same 7057-bp fragment from pAM4891 as described  
423 above for pYDcompE was used for cloning. The same screening procedure was used to pick  
424 positive clones, which were further confirmed by using restriction digestion (XmnI) and whole  
425 plasmid sequencing.

Construction of pYDrhaR for luxR overexpression. The 843-bp fragment containing the *luxR* gene (KGB56\_18890) and RBS was amplified using PHF DNA polymerase and the primer pair luxR\_rha\_F / luxR\_rha\_R (Ta = 61°C, 30 cycles). The PCR product was digested with NdeI and HindIII and ligated into pJeM1 digested with NdeI and HindIII (the whole *GFP* gene was lost). LB agar (20 mL) supplemented with kanamycin (50 µg/mL) was used to select *E. coli* DH5α clones, after which clones were replica plated onto LB agar with kanamycin and LB agar with both kanamycin (50 µg/mL) and 0.1% w/v L-rhamnose. Because we previously attempted to clone this *luxR* gene with a constitutive promoter and only got clones with stop codon mutations, we expected the correct construct would only grow on the plate without L-rhamnose due to the toxicity of LuxR to *E. coli* DH5α. Positive clones were further confirmed by using restriction digestion (AseI) and whole plasmid sequencing.

**Scarless in-frame deletion in Ab134.** Before conjugation, all pDS132 or pYD004 based suicide vectors were chemically transformed into *E. coli* SM10(λpir) using heat shock at 42°C for 45 s. For conjugation, fresh cultures of Ab134 or *E. coli* SM10(λpir) with suicide vectors were started by inoculating 400 µL of overnight seed culture into 20 mL of MB or 20 mL of LB containing chloramphenicol (25 µg/mL), respectively. The cultures were incubated at 30°C, 200 rpm, until an Optical Density at 600nm (OD<sub>600nm</sub>) between 0.4 and 0.6 was reached. Cells were harvested by centrifugation at 4°C, 4000 rpm. Ab134 cells were resuspended into 2 mL of MB. *E. coli* SM10(λpir) cells were washed twice with 20 mL of LB to remove antibiotics prior to resuspension in 2 mL of LB. Cell suspensions of Ab134 and *E. coli* SM10(λpir) (500 µL each) were mixed in a 1.5-mL Eppendorf tube, and then plated evenly onto two MA plates. Negative control plates were prepared by plating only *E. coli* SM10(λpir) (250 µL) or only Ab134 (250 µL) onto MA plates. Plates were incubated at 30°C for 16-20 hours. A loopfull (10 µL loop) of cells were then streaked onto MA (20 mL) containing chloramphenicol (8 µg/mL) to select for the incoming plasmid and carbenicillin (50 µg/mL) to selectively kill *E. coli*. The wild type Ab134 strain was used as parent

452 to generate mutants, except for  $\Delta pppD$  only, for which fresh culture of Ab134 *pppD::neo* was used  
 453 as the conjugation recipient (MB containing kanamycin 200  $\mu\text{g/mL}$ ). A loopfull of cells were then  
 454 streaked onto MA (20 mL) containing kanamycin (200  $\mu\text{g/mL}$ ), chloramphenicol (8  $\mu\text{g/mL}$ ) to  
 455 select for the incoming plasmid, and carbenicillin (50  $\mu\text{g/mL}$ ) to selectively kill *E. coli*. Positive  
 456 clones (sticky single colonies) were analyzed by two parallel PCRs to identify single crossover  
 457 (SCO) colonies using two primer pairs P1 / P3 and P4 / P2 (**Fig. S1**). The primer pairs (**Table S8**)  
 458 used for each mutant were P1: TP\_pppA\_F / P3: pppA\_Down\_R ( $T_a = 50^\circ\text{C}$ ) and P4: pppA\_Up\_F  
 459 / P2: TP\_pppA\_R ( $T_a = 51^\circ\text{C}$ ) (*pppA* SCO); TP\_pppD\_F\_2 / pppD\_Down\_R ( $50^\circ\text{C}$ ) and  
 460 pppD\_Up\_F / TP\_pppD\_R\_4 ( $49^\circ\text{C}$ ) (*pppD* SCO); E\_TP1\_F / E\_TP1\_R ( $52^\circ\text{C}$ ) and E\_TP2\_F /  
 461 E\_TP2\_R ( $52^\circ\text{C}$ ) (*pppE* SCO); F\_TP1\_F / F\_TP1\_R ( $52^\circ\text{C}$ ) and F\_TP2\_F / F\_TP2\_R ( $52^\circ\text{C}$ )  
 462 (*pppF* SCO); TP\_pppG\_F / pppG\_Up\_R ( $48^\circ\text{C}$ ) and pppG\_Down\_F / TP\_pppG\_R ( $49^\circ\text{C}$ ) (*pppG*  
 463 SCO); TP\_pppK\_F / pppK\_Up\_R ( $53^\circ\text{C}$ ) and pppK\_Down\_F / TP\_pppK\_R ( $55^\circ\text{C}$ ) (*pppK* SCO);  
 464 TP\_ORF1\_F\_2 / ORF1\_Down\_R ( $49^\circ\text{C}$ ) and ORF1\_Up\_F\_2 / TP\_ORF1\_R ( $51^\circ\text{C}$ ) (*pppL* SCO);  
 465 and TP\_ORF2\_F / ORF2\_Down\_R ( $47^\circ\text{C}$ ) and ORF2\_Up\_F / TP\_ORF2\_R ( $50^\circ\text{C}$ ) (*pppM* SCO).  
 466 For testing *pppH/I/J* SCO, P3 (pDS132\_R) and P4 (pDS132\_F) were located on pDS132. P1 and  
 467 P2 were: oLI38 and JD\_P2 (*pppH* SCO); oLI45 and oLI33 (*pppI* SCO); and oLI45 and oLI37 (*pppJ*  
 468 SCO). For testing *luxR* SCO, *luxR\_DCO\_R* (located on genome) and *luxR\_SCO\_F* (located on  
 469 ligation junction) were used for only one PCR reaction. All SCO PCR reactions were performed  
 470 using the reaction mixture (20  $\mu\text{L}$ ): genomic DNA (~100 ng), 10  $\mu\text{L}$  DreamTaq PCR Master Mix  
 471 2 $\times$  (Thermo Scientific), both primers (250 nM each), and molecular biology grade water.  
 472 Reactions were performed using following parameters: 60 s at  $95^\circ\text{C}$ ; 30 cycles of  $95^\circ\text{C}$  for 30 s,  
 473  $T_a$   $^\circ\text{C}$  for 30s, and  $72^\circ\text{C}$  for 1min/kb; and a final extension for 10 mins at  $72^\circ\text{C}$ .

474 Once SCO colonies were confirmed, they were streaked evenly onto non-selective MA  
 475 plates to allow double crossover (DCO) events to happen. Plates were incubated overnight at  
 476  $30^\circ\text{C}$ . A loopful of cells were then streaked for single colonies onto MA containing 5% sucrose  
 477 (pDS132-based vectors have a *sacB* counterselection marker) and incubated for one to two days

at 30°C. Obtained single colonies were replica plated onto MA or MA containing chloramphenicol (8 µg/mL) except for potential  $\Delta pppD$  colonies, which were replica plated onto MA or MA containing kanamycin (200 µg/mL), or MA containing chloramphenicol (8 µg/mL).

Chloramphenicol-sensitive clones (or kanamycin / chloramphenicol-sensitive clones for  $\Delta pppD$ ) were analyzed by colony PCR or PCR using genomic DNA (in case of poor colony PCR result) to confirm the gene replacement using the primer pair P1 / P2 (20 µL reaction, DreamTaq polymerase) for SCO verification. Thermocycling conditions were the same as those of SCO except that for the colony PCR the initial denaturation was extended from 60 s to 5 min at 95°C.

**Trans-complementation via conjugation.** All pAM4891-based complementation vectors except pYDcompD were first electroporated into *E. coli* S17-1, which was then used as the conjugation donor for introducing vectors into Ab134. The same conjugation protocol as for gene deletions was used, except the recipient strain is not Ab134 but the corresponding mutants. Selection of exconjugants was carried out on MA (20 mL) containing kanamycin (200 µg/mL) to select for the incoming plasmid and carbenicillin (50 µg/mL) to selectively kill *E. coli*. Positive clones (sticky single colonies) were inoculated into MB (5 mL) containing kanamycin (200 µg/mL) for plasmid extraction after overnight growth at 30°C. Plasmids from complemented strains were confirmed using the same restriction digestion protocol used in the plasmid construction step.

**Trans-complementation via electroporation.** To prepare the  $\Delta pppD$  electro-competent cells, fresh cultures of the  $\Delta pppD$  mutant were started by inoculating 400 µL of overnight seed cultures into 20 mL of marine broth in a 250 mL Erlenmeyer flask. Cultures were incubated at 30°C, 200 rpm, until an optical density at 600 nm (OD<sub>600</sub>) between 0.4 and 0.6 was reached. Cells were harvested by centrifugation at 4°C, 4000 rpm. Cells were washed four times with 20 mL of ice-cold, filter-sterilized 250 mM sucrose solution. Washed cells were resuspended in the leftover sucrose solution, and 100 µL of the cell suspension were aliquoted for electroporation.

Fresh electro-competent cells were used. For each electroporation, 100 ng of the plasmid pYDcompD was added to the cell suspension and mixed gently. The electroporation was carried out in a 0.2 cm ice-cold electroporation cuvette using an electroporator set to 1.8 kV. The expected time constant is around 5.2 – 5.4ms. Electro-shocked cells were immediately mixed with 1 mL ice-cold marine broth and recovered at 30°C for 1 – 2 hrs. Marine agar plates containing kanamycin (200 µg/mL) were used to select positive clones. Clones were confirmed using the same restriction digestion (XmnI) protocol used in the plasmid construction step.

The same protocol was also applied to introduce pYDrhaR into the  $\Delta pppD$  mutant and the wild type. Marine agar plates containing kanamycin (150 µg/mL) were used to select positive clones. Clones were confirmed using the same restriction digestion (AseI) protocol used in the plasmid construction step.

**Swarming assays.** The protocol used was as we previously reported (3) with slight modifications (the OD<sub>600</sub> of cultures used was 0.4 instead of 1.0). For convenience, we provide details here. A swarming agar with lower surface tension was prepared by mixing MB (LOT: 2124239) and 0.5% (w/v) of Eiken agar (Eiken Chemical CO., Japan). The autoclaved agar medium was equilibrated at 50°C for 2 h and aliquoted onto Petri dishes (exactly 20 mL), which were air dried for 20 mins in a laminar flow hood. Fresh cultures of Ab134 and mutants with OD<sub>600nm</sub> of 0.4-0.6 were normalized to OD<sub>600nm</sub> of 0.4. To perform the swarming assays, 5 µL of normalized cultures were carefully dropped on the center of the plate. Plates were air dried again for 10 min and incubated at 30°C (a water dish was placed in the incubator to maintain humidity. Pictures were taken daily for 4 days (when the swarming front had reached the plate edge). The swarming phenotype was apparent after two days. For the induction of pYDrhaR, 0.1% L-rhamnose (200 µL of a 10% w/v L-rhamnose stock solution) was added to 20 mL of swarming agar. The induction was verified by detecting GFP using pJeM1.

Measurement of swarming area using ImageJ. The diameter of Petri dishes (8.5 cm) was used as the internal scale to normalize measurements. Thus, pixels were converted to units in centimeters. Due to the irregular shape of the swarming pattern, the freehand selection option was used to select the swarming area.

**Pseudovibriamides extraction.** Pseudovibriamides were extracted in two ways based on culture conditions. (A) swarming agar plates were broken into pieces and extracted with one volume (20 mL) of methanol by sonicating for 1 h, after which the extract was filtered through filter paper. These extracts from WT,  $\Delta pppK$ , and  $\Delta pppM$  were analyzed with MALDI-ToF MS. (B) For all mutants and complemented  $\Delta pppH/I/J$  strains, 1 mL of normalized seed culture based on OD<sub>600nm</sub> readings was added to 250 mL Erlenmeyer flasks containing 25 mL of MB in triplicates. After a 24-hour incubation at 30°C, 200 rpm, exactly 10 mL of liquid cultures were extracted by first adding 5% w/v XAD-7HP resins (Sigma-Aldrich) directly to the culture, and shaking for 1 h at 500 rpm. The resin was collected by filtration and mixed with one volume methanol (10 mL), after which is was shaken for 1 h at 500 rpm. Methanol extracts were dried by the SpeedVac concentrator (Thermo Scientific) and stored at -20°C.

Pseudovibriamides extraction from cell supernatant and pellet. In addition to the whole culture extraction of  $\Delta pppG$  and  $\Delta pppL$  mutants, which were predicted to encode membrane transport proteins, supernatant and cell pellet were separated for extraction as shown in **SI Figure S26**. For the comparison between  $\Delta pppG$  and WT, 1 mL of normalized seed culture based on OD<sub>600nm</sub> readings was added to 250 mL Erlenmeyer flasks with 50 mL of MB in triplicates and grown for 48 hours, 200 rpm. For the comparison between  $\Delta pppL$  and WT, the same inoculation procedure was used but in quadruplicates. The same method as extracting liquid culture was used to extract exactly 30 mL of the supernatant portion, and the same method as extracting swarming agar plates was used to extract the corresponding cell pellet portion.

**MALDI-ToF MS sample preparation and analysis.** An Autoflex Speed LRF mass spectrometer (Bruker Daltonics) equipped with a SmartBeam<sup>TM</sup>-II laser (355 nm) was used for analysis. Dried-droplet analyses were performed in positive reflectron mode (Laser intensity: 70%-80%; Reflector: 15-18×; RepRate: 2000 Hz; ion source 1 voltage: 19 kV; ion source 2 voltage: 16.55 kV; lens voltage: 8.3 kV; mass range: 700 to 1500 Da). Samples (dissolved in methanol) and the calibrant were mixed in 1:1 ratio with universal matrix and 1 µL of the mixture was applied onto a designated spot on a MALDI ground-steel target plate (Bruker Daltonics). The universal matrix was prepared by mixing 1:1 of α- cyano-4-hydroxycinnamic acid (CHCA) and 2,5-dihydroxybenzoic acid (2,5-DHB) (Sigma-Aldrich) solubilized in 78:22 MeCN in water with 0.1% TFA. External calibration was made with a Bruker Daltonics peptide calibration standard using “PeptideCalibStandard mono” as the mass control list. Data was acquired by flexControl software v. 3.4.135.0 and analyzed using flexAnalysis software v. 3.4.

**UPLC-QToF-MS/MS sample preparation and analysis.** UPLC-MS/MS analyses were performed on a Bruker Elute LC system coupled to a Bruker Compact QToF mass spectrometer with electrospray ionization (ESI), using positive mode with following parameters: capillary voltage of 4500 V, nebulizer of 4.0 Bar, dry gas (N<sub>2</sub>) flow of 12.0 L/min, source temperature of 225°C, scanning range from 50 to 3000 Da, and collision energy of 10 eV. Internal calibration was conducted with 5 mM sodium formate solution (Sigma-Aldrich) charged by the lock-mass probe at a flow rate of 40 µL/min. UPLC was performed at 0.5 mL/min through an Agilent Poroshell 120 EC-C18 UPLC column (2.1 × 50 mm × 1.9 µm) at 40°C. A solvent phase of aqueous 10% acetonitrile for 1 min (equilibration), 10% to 100% acetonitrile for 6 min (gradient), 100% acetonitrile for 2 min (wash), and 100% to 10% acetonitrile (re-equilibration) for 1 min was used. Both acetonitrile and water were LC-MS grade supplemented with 0.1% formic acid (v/v). Crude extracts were resuspended in LC-MS grade methanol and diluted to a final concentration of 1 mg/mL. Diluted samples were filtered using 4mm PTFE syringe filter 0.2 µm (Thermo Scientific)

and injected into the system as 2  $\mu$ L. Data was acquired and analyzed using Bruker Compass DataAnalysis software v. 5.1.

The complementation of the  $\Delta pppD$  mutant was verified using equipments from the Integrated Molecular Structure Education and Research Center (IMSERC) at Northwestern. Samples were injected on a 1290 Infinity II UHPLC System (Agilent Technologies Inc., Santa Clara, CA, USA) on a Poroshell 120 EC-C18 column (1.9  $\mu$ m, 50  $\times$  2.1 mm) (Agilent Technologies Inc., Santa Clara, CA, USA). The column was maintained at 30  $^{\circ}$ C, with a constant flow rate of 0.500 mL/min, and C-18 chromatography was performed using a gradient of mobile phase A (water with 0.1% formic acid) and mobile phase B (100% acetonitrile with 0.1% formic acid). The gradient program was as follows: 0–1 min, 10% B; 1–6 min, 10–99% B; 6–8 min, hold at 99% B; 8–8.10 min, 99–10% B; 8.10–11 min, hold at 10% B. Auto MS/MS acquisition in positive ion mode was performed using an Agilent 6545 quadrupole time-of-flight mass spectrometer with a JetStream ionization source. The source conditions were: gas temperature, 300  $^{\circ}$ C; drying gas flow, 12 L/min; nebulizer pressure, 45 psi; sheath gas temperature, 400  $^{\circ}$ C; sheath gas flow, 11 L/min; VCap voltage, 3500 V; fragmentor voltage, 150 V; and skimmer voltage, 65 V. Data was acquired and analyzed using Agilent MassHunter Qualitative Analysis Navigator B.08.00.

For analyzing supernatant and cell pellet extracts, the area under curve (AUC) of each pseudovibriamide was obtained by using the extracted ion chromatogram (EIC) function. The ratio of AUC of pseudovibriamides in supernatant to AUC of pseudovibriamides in pellet was compared between Ab134 and  $\Delta pppG/L$  mutants. The equation used for calculating export ratio is shown below:

$$Export\ ratio_{PA/B/C} = \frac{AUC_{supernatant}}{AUC_{pellet}}$$

**RNA extraction and transcriptomics.** We first attempted to perform transcriptomics analysis using cells grown on swarming agar plates, but we observed too much variation in the RNAseq

data because cells collected from the swarm front or the swarm middle, for example, will be at different growth stages (and have different transcriptomes). Because the  $\Delta pppA$  and  $\Delta pppE$  mutants have reduced swarming it is very difficult to discern the different swarming regions and obtain cells from swarming regions that are equivalent to the wild type. Thus, the RNAseq results from the triplicate samples were not tight, precluding meaningful comparisons between the different groups. We then switched to liquid cultures, with the overall scheme summarized in **Fig. S60**. Using liquid cultures not only helped with the technical issues of working with agar cultures but it is also physiologically relevant to the effect of pseudovibriamides because both flagella-mediated motility phenotypes – swarming and swimming – are affected by pseudovibriamides as we reported in our previous paper (3).

Triplicate cultures of Ab134 and  $\Delta pppA/D/E$  mutants were started by adding 1 mL of standardized overnight seed cultures ( $OD_{600nm} \sim 1.0$ ) to 50 mL of MB in 250 mL Erlenmeyer flasks and incubating at 30°C, 200 rpm. After 24 h or 48 h, 5 mL of culture of each triplicate was taken for metabolite analysis (extracted with 5% XAD-7HP resin [w/v]). Meanwhile, another 0.25 mL of culture, standardized based on  $OD_{600nm}$  between samples so that an equivalent number of cells was collected, was centrifuged at 16,000  $\times g$  for 2 min. Cell pellets were mixed with 0.25 mL of RNA-later® (Sigma-Aldrich) and stored at -20°C. RNA was isolated using the RiboPure™-Bacteria kit (Thermo) following manufacturer's instructions. The purified RNA was pre-screened by using a NanoDrop® ND-1000 UV-Vis Spectrophotometer. Although both 24 h and 48 h samples had all pseudovibriamides produced based on LC-MS/MS chromatograms, the RNA of 24 h samples had better quality and quantity than those of 48 h samples based on Nanodrop readings (**SI Table S9**). Thus, 24 h RNA samples were submitted to UIC's Genome Research Core for further quality control using Qubit® dsDNA HS (High Sensitivity) and Qubit® RNA BR (Broad-Range) assay kits (Thermo Fisher Scientific), and TapeStation 4200 (Agilent) (**SI Table S9**). Qualified samples (RIN, RNA integrity number > 8.0) were sent to SeqCenter (Pittsburgh, MA) for bacterial rRNA depletion

RNA Sequencing. At SeqCenter, samples were DNase treated with Invitrogen DNase kit (Thermo Fisher Scientific). Library preparation was performed using Illumina's Stranded Total RNA Prep Ligation with Ribo-Zero Plus kit and 10 bp IDT for Illumina indices. Sequencing was done on a NextSeq2000 instrument giving 2×51bp reads. Demultiplexing, quality control, and adapter trimming was performed with bcl-convert (v3.9.3). Raw Illumina reads of each sample were mapped to the Ab134 whole genome (NCBI accession number GCA\_018282095.1) by using Geneious. Expression levels (FPKM, RPKM, and TPM) were calculated (all contigs at once) by using Geneious with the option that ambiguously mapped reads were count as partial matches. Pairwise differential expression analysis was performed by using DESeq2 package in Geneious or using TPM values to calculate FC directly (FDR was calculated using Benjamini-Hochberg function in R studio). The principal component analysis (PCA) plot, volcano plot, and heatmap were generated by using ggplot2 and ComplexHeatmap functions in R studio.

**Bioinformatics.** To check  $\Delta pppK$  and  $\Delta pppG$  strains for mutations, whole genome sequencing data (Illumina reads) were trimmed by BBDuk Trimmer and mapped to reference in Geneious Prime. Low coverage regions were anotated using Geneious Prime. Single nucleotide polymorphisms (SNPs) are found using Geneious Prime with the cutoff that the minimum vairant frequency is 0.90. SNPs that fell into low coverage regions were excluded.

**Visualization of Ab134 using transmission electron microscopy (TEM).** TEM sample preparation was modified from a previous study (Grossart, 2000). Seed cultures were prepared by growing 50  $\mu$ L of cryo-preserved culture in 5 mL of MB at 30°C overnight (18-20 h). Cultures were preserved by adding 4% paraformaldehyde to a final concentration of 2%. 300-mesh copper TEM grids with Carbon-stabilized Formvar supports (FCF-300CU, Electron Microscopy Science) were used. Bacteria cells were adsorbed to TEM grids by floating the grids Formvar side down

on an undiluted drop of culture (30  $\mu$ L) for 5 min. Grids loaded with bacteria were stained by submerging into 1% phosphotungstic acid (30  $\mu$ L) for 30 s and then were submerged in aliquots of Milli-Q water for rinsing three times (10 s each). Extra liquid of each step was removed gently by using filter paper. The grids were examined with a JEOL JEM-1400 Flash TEM (accelerating voltage of 80kV) at UIC's Electron Microscopy Core the same day of preparation.

## **Growth curves.**

Growth curves of the wild type and  $\Delta pppA/D/E/G/K$  mutants in Figure 4. The growth of each strain was monitored for 48 h using a microtiter plate method. Seed cultures were prepared by growing 50  $\mu$ L of cryo-preserved culture in 5 mL of MB at 30°C overnight (18-20 h). Seed cultures were diluted in MB to OD<sub>600nm</sub> of 0.05. Standardized cultures (200  $\mu$ L each well, 12 replicates for each strain) were aliquoted into BIOFLOAT® 96-well plates (faCellitate, U-bottom, inert, cell-repelling surface, sterile) using a multi-channel pipettor. Border wells were filled with MB (blank). Mutants were divided into two plates due to limited wells (Ab134 was in both plates as the control). BioTek Synergy HTX multimode reader (Agilent) was used to incubate plates at 30°C and shake the plate orbitally at speed of 425 cycle per minute (3 mm). OD<sub>600nm</sub> reading of each well was taken every 30 min (98 reads in total over 48 h). All readings were normalized by subtracting the readings from the MB blank wells. Half of the replicates without outlier readings were used to calculate average values and standard deviations for plotting the final growth curve.

Growth curves of the wild type, the  $\Delta pppE$   $\Delta luxR$  mutant, the  $\Delta pppD$  mutant, and strains with  $pYDrhaR$ . The growth of each strain was monitored with the same method but within different plates and a different plate reader. Falcon™ 96-well, non-treated, flat-bottom microplates were used. Plates were incubated at 30°C and shaken linearly at a speed of 887 revolutions per minute (amplitude 1 mm) using an Infinite M Plex plate reader (Tecan). OD<sub>600</sub> readings of each well were taken every 30 min. All readings were normalized by subtracting the readings from the MB blank wells.

**Pseudovibriamide autoregulation assay.** All strains (8 in total) were generated by introducing pYDproA (pSEVA227M based) or pSEVA227M (negative control) vectors into wild type/ $\Delta pppA/\Delta pppD/\Delta pppE$  via using *E. coli* S17-1 as the conjugation donor. Before conjugation, both vectors were respectively transformed into *E. coli* S17-1 using electroporation (100 ng plasmid, 2.5kV, time constant 5 ms, 200 $\Omega$ ). For conjugation, the same protocol as conjugation of in-frame deletion vectors was used. Kanamycin (200  $\mu$ g/mL) was used to select for the incoming plasmid and carbenicillin (50  $\mu$ g/mL) to selectively kill *E. coli*. Plasmid DNA from kanamycin-resistant, single colonies were isolated and confirmed by using restriction digestion (AseI). Cultures of the eight strains were started by adding enough of overnight seed cultures (based on OD<sub>600nm</sub> readings) to 50 mL of MB with kanamycin (200  $\mu$ g/mL) in 250 mL Erlenmeyer flasks so that the starting OD<sub>600nm</sub> was standardized to 0.05. Cultures were incubated at 30°C, 200 rpm. Starting from T0, 300  $\mu$ L of each culture was diluted into 2700  $\mu$ L of salted PBS buffer (extra 8 g NaCl per liter added), and aliquoted into Corning Costar® 96-well plate (black plate, clear bottom with lid, 200  $\mu$ L of diluted culture per well, 12 wells for each strain). Measurements of both OD<sub>600nm</sub> and GFP fluorescence were taken every 2 hours in a Tecan infinite® 200Pro plate reader (488 nm excitation and 520 nm emission). After cultures reached OD<sub>600nm</sub> 0.5 of (~6 hours), measurements were taken every one hour until 14 hours. The dilution ratio was raised from 1:10 to 1:50 (60  $\mu$ L of each culture added to 3940  $\mu$ L salted PBS buffer) for measurements taken at 24 hours, 26 hours, 28 hours, 38 hours, and 48 hours due to overly high fluorescence levels. All flasks were kept shaking for 48 hours except when samples were taken. The data was plotted using Excel.

**Table S1. Putative functions of proteins encoded in the *ppp* BGC.**

<sup>a</sup>Predicted by Conserved Domains in BLAST: PTR2, di/tripeptide permease; and AfuA, periplasmic component of Fe<sup>3+</sup> transport system. Low confidence, <20%; MFS, major facilitator superfamily; ABC, ATP-binding cassette; AlgJ/X, alginate O-acetyltransferase; and ACP/PCP, acyl/peptidyl carrier protein.

705

706

**Table S2. Summary of plasmids used in this study.**

\**ori*, origin of replication; *rep*, replication gene; R, resistance; Cm, chloramphenicol; Km, kanamycin; *msfGFP*, monomeric superfolder green fluorescent protein gene; and RBS, ribosome binding site.

707

708

**Table S3. Potential mutations identified in the  $\Delta pppG$  mutant compared to the wild type.**

\*SNP, single nucleotide polymorphism; Variant %, frequency of variant; only SNPs with frequency of variant  $\geq 90\%$  are included; CheB, chemotaxis response regulator protein-glutamate methyltransferase; PAPS, phosphoadenosine phosphosulphate reductase; SNPs without protein effect are in intergenic spaces; T, threonine; A, alanine; K, lysine; R, arginine.

**Table S4. Potential mutations identified in the  $\Delta pppK$  mutant compared to the wild type.**

\*SNP, single nucleotide polymorphism; Variant %, frequency of variant; only SNPs with frequency of variant  $\geq 90\%$  are included; CobW, cobalamin biosynthesis protein; CheB, chemotaxis response regulator protein-glutamate methylesterase; SNPs without protein effect are in intergenic spaces; H, histidine; D, aspartic acid; T, threonine; A, alanine; K, lysine.

710

711

**Table S5. List of DE genes in  $\Delta pppA/E$  mutants but NDE in  $\Delta pppD$  mutant compared to the wild type.**

\* A,  $\Delta pppA$  mutant; E,  $\Delta pppE$  mutant; D,  $\Delta pppD$  mutant; FC, fold change when compared to wild type;  $|\Delta \log_2 \text{FC}|$ , absolute values obtained from  $\log_2 \text{FC}$  of  $\Delta pppA/E$  mutants minus  $\log_2 \text{FC}$  of  $\Delta pppD$  mutant; COG, cluster of orthologous groups.

**Table S6. List of specified DE genes in  $\Delta pppA/E$  mutants but inversely regulated in  $\Delta pppD$  mutant compared to wild type.**

\* A,  $\Delta pppA$  mutant; E,  $\Delta pppE$  mutant; D,  $\Delta pppD$  mutant; FC, fold change when compared to wild type; COG, cluster of orthologous groups.

713

714

715

716

717

**Table S7. The swarming areas\* of the wild type, the  $\Delta pppE$  mutant, and the  $\Delta pppE \Delta luxR$  mutant after 96-hour incubation.**

\* An internal scale was set based on the diameter (8.5 cm) of plate.

**Table S8. Oligonucleotide primers used in this study.**

\*SOE-PCR or Gibson assembly overhangs are shown in **blue**, restriction sites in **red** and underlined. Random bases inserted to allow restriction of PCR fragments are in *italics*.

719

720

721

722

**Table S9. Summary of RNA sample quality used in this study.**

dsDNA: double-stranded DNA; RIN: RNA integrity number.

Figures

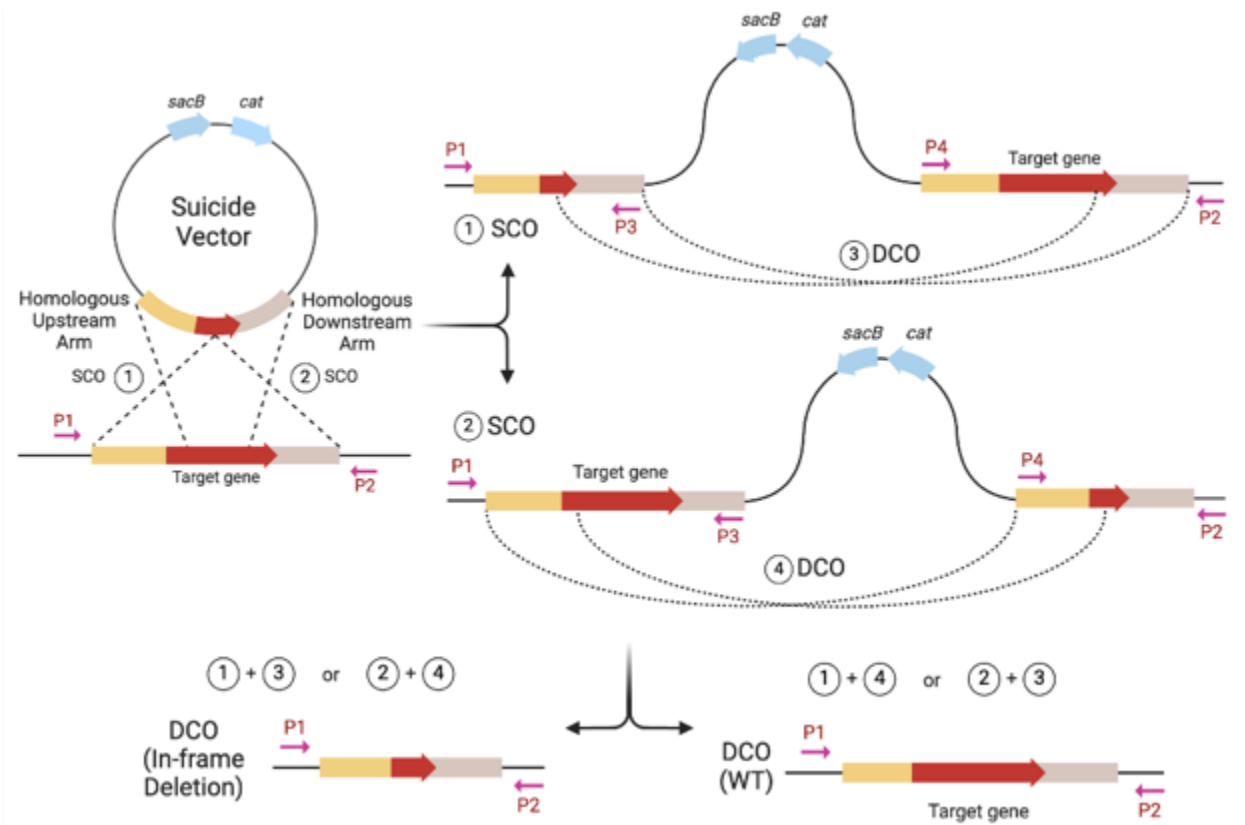

**Figure S1. Scheme of in-frame deletion via homologous recombination.** The first crossover event can happen at each of the two homologous sequences as indicated (single crossover, SCO 1 and 2). SCO mutants are obtained by selection on chloramphenicol and confirmed by PCR (not shown). The obtained SCO mutants are then grown on agar media without antibiotics but containing sucrose for counterselection of the vector backbone. The second crossover event (double crossover, DCO) can again happen at either arm resulting either in the desired in-frame deletion or in reversion to the wild type as indicated. P1, P2, P3, and P4 are primers used to verify SCO and DCO mutants by PCR. *sacB*, gene encoding levansucrase; *cat*, chloramphenicol acetyltransferase resistance gene.

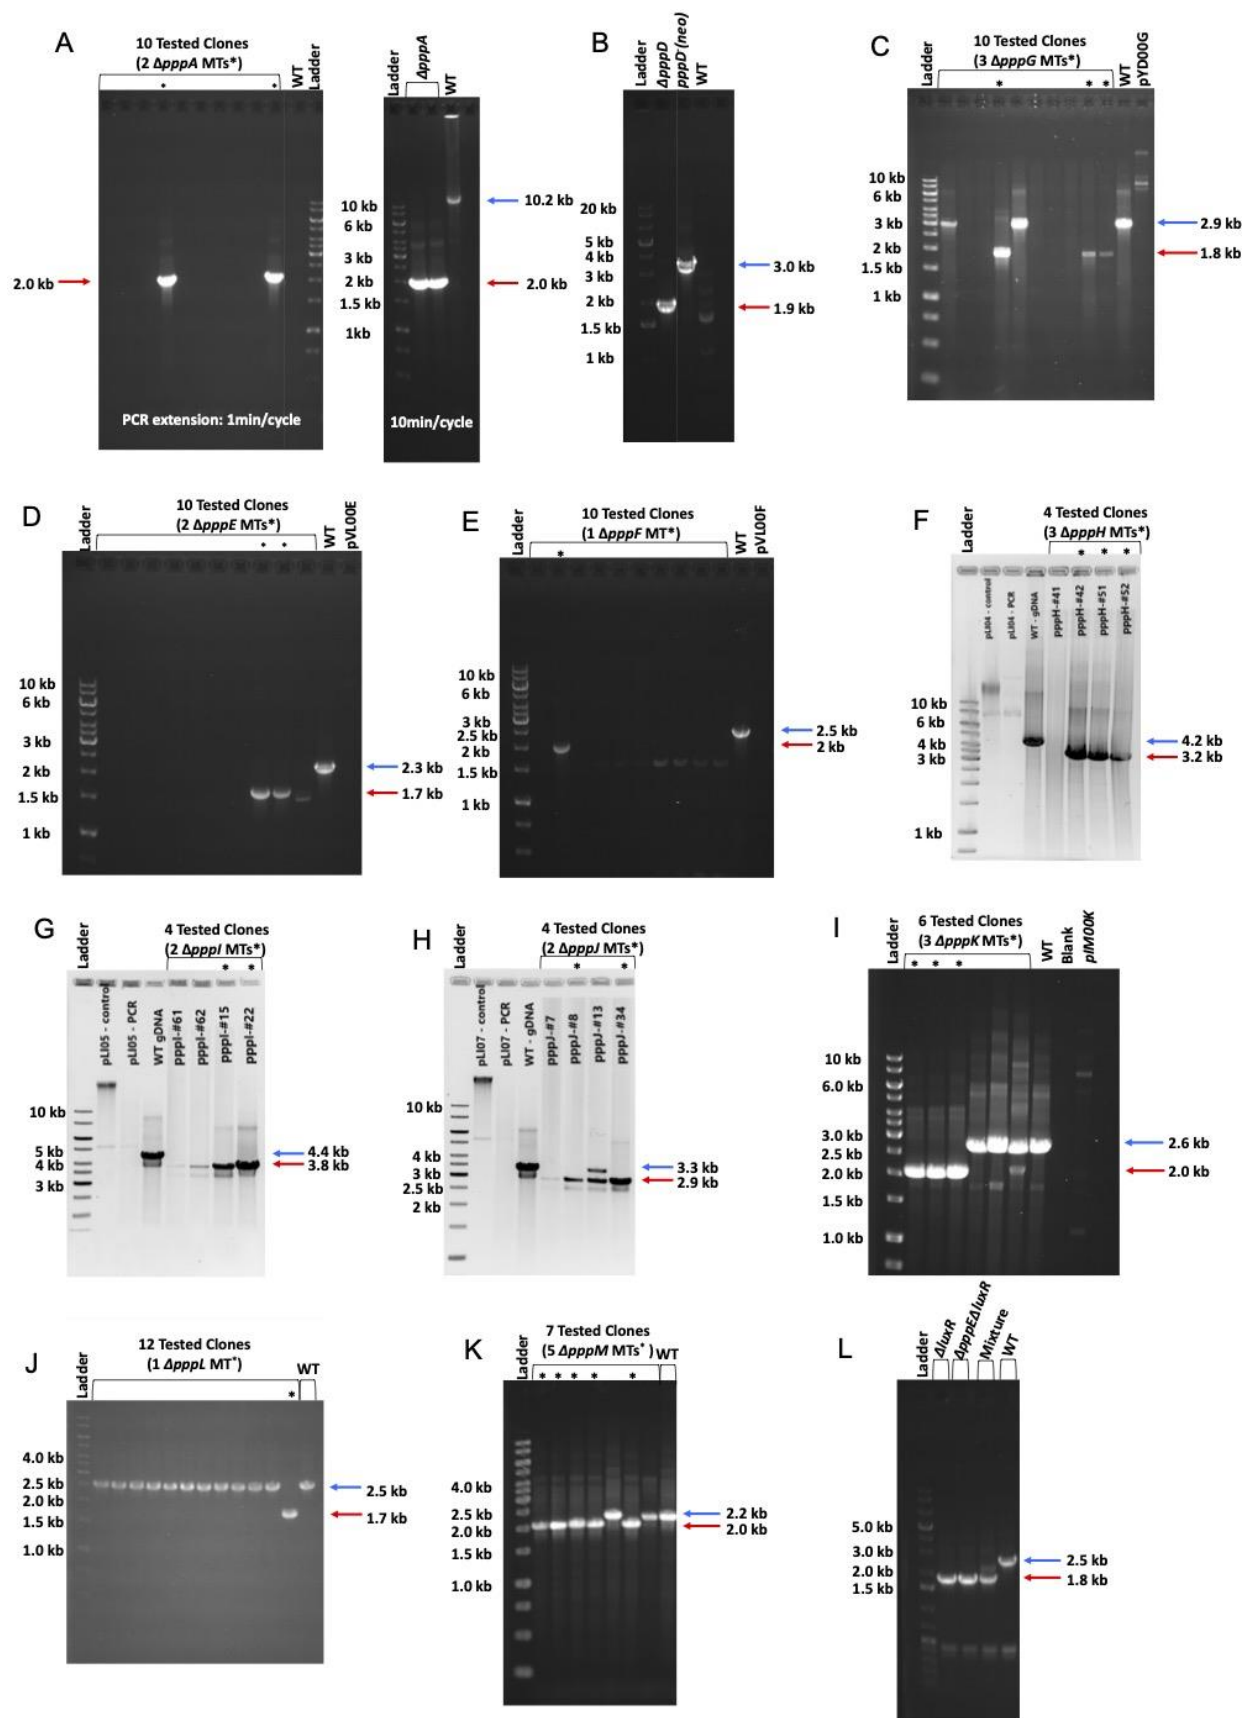

How the deposited data were processed for this re-analysis (not part of the article)

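RNA was sequenced from 12 samples, 3 cultures each of the WT and the *∆pppA*, *∆pppD* and *∆pppE* mutants of *P. brasiliensis* Ab134, taken after 24 h. The authors extracted RNA, depleted rRNA, sequenced the libraries and mapped the reads to their assembly in Geneious, where a read that mapped to more than 1 place was counted in part at each. The deposited expected counts are therefore not all whole (26.8% of values were not), and they were rounded for the count models. The authors also computed TPM, RPKM and FPKM in Geneious, and the TPM values were used for the paper's rule, for shares and for ranks. The deposited RPKM and FPKM were read and checked and not used further. Gene positions came from the RefSeq copy of the assembly, to which 5294 of 5312 locus tags (99.7%) were matched and 18 were not. Products were the gene names of the deposited data, where some genes carry only a symbol.

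Counts were compared in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which kept 5273 and left out 39, libraries were scaled by TMM, and a quasi-likelihood model with the 4 strains was fitted to all 12 libraries. The comparisons were each mutant against the WT, *∆pppA* against *∆pppE*, and *∆pppA* against *∆pppD*. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p of at most 0.01 with an absolute log2 fold change of at least 1, as in the paper. SE values were back-calculated as the absolute log2 fold change divided by the square root of the edgeR F statistic. Log2 CPM values for PCA used a prior count of 2. The TPM rule followed the paper: the log2 ratio of mean TPM, a test per gene on TPM, and FDR over all 5312 genes. With 3 libraries against 3, an exact permutation test of 1 gene cannot reach a two-sided p below 0.10, so single genes were judged by the models fitted across genes.

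The libraries held 4555670 to 10248765 counted reads, and the median gene tested had an average log2 CPM of 5.43. Where an SE is printed beside a log2 fold change, it gives the precision reached at this depth.

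Lists followed the filters of Fig. 7, with NDE in *∆pppD* meaning a log2 fold change between −1 and 1 that differed from the other mutants by at least 0.5. 5 sets of genes were taken, chemotaxis and flagellar by product name or symbol. The ABC transporter, ribosomal protein and type VI secretion sets were taken by product name only. The sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, 25 set tests adjusted together. Named genes were those the paper names in its text, Fig. 5, Fig. 7, Table S5 and Table S6, the *ppp* genes, the 3 genes with the largest rise and the 3 with the largest fall of each comparison among those at or above the median expression, and the 3 genes with the largest share of counts. A gene labelled only by product was named where 1 gene matched. These choices were fixed before the data were examined.

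The 8 alternatives to the main setting were DESeq2 1.42.0 (no shrinkage, no independent filtering), library size without TMM, limma on log2(TPM + 1), the TPM rule, no low-count filter, a replicate block, fits of only the strains compared, and an adjusted p of 0.05. Each library was left out in turn. For PCA, log2(TPM + 1) and unit variance were tried. TPM and library size without KGB56_02545 were 2 alternatives chosen after seeing the data. The pipeline was tested on simulated data. There were 20 simulations each for unchanged groups, for a change of KGB56_02545 alone and for a change in *∆pppD* alone. The comparison of *∆pppA* against WT with 200 changed genes was simulated 1 time. In it edgeR recovered 194 with 1 false call among 5257 genes. Comparisons that share the *∆pppD* libraries were also made with these libraries divided between them.

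COG categories were not repeated here, because eggNOG annotations were not used here. Read-level mapping, the promoter and swarming assays and the metabolite measurements were not analysed here. Sequencing reads were not used, so deletions were checked only through the counts of the targeted genes. These showed the loss of *pppA* and *pppD* and not that of *pppE*. The *∆pppE* libraries kept *pppA* (TPM 46.2 to 62.2) and *pppD* (TPM 34.4 to 38.3). They lay at log2 distances of 1.32 to 1.38 from the WT, against 0.39 to 0.46 within the WT. These values argue against *∆pppA*, *∆pppD* or WT libraries under that label. The deletion of *pppE* itself rests on the sample labels.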

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

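The tests of shared reads and of read-through for KGB56_02545 were among the tests chosen after the result was seen. The genes here changed strongly, are not discussed in the paper's text, and were picked by rules set on expression and effect size. Fig. 5 labels ArgF, T1SS-HlyD and a branched-chain amino acid ABC permease by product without locus tags, so whether its labels mean the genes KGB56_04390, KGB56_25300, KGB56_02090 or KGB56_02095 is not known.

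KGB56_02545, a hypothetical protein gene, rose in *∆pppD* against the WT by a log2 fold change of 3.39 (SE 0.23, edgeR adjusted p 2.4e-11). DESeq2 gave 3.43 and the TPM rule 2.39. The change in *∆pppA* was 0.87 (edgeR adjusted p 0.0015) and in *∆pppE* 0.51, neither called. Reads shared between paralogs were excluded as an explanation under the counting used by the authors, since 0 of the libraries had a count of this gene that was not whole. The 10 counted genes around it, 5 on each side, had a median log2 fold change of 0.3778 and none reached the rise of KGB56_02545 (−1.80 to 1.77), which argues against a gain of DNA copies over the region, while an amplification confined to the gene could remain. Read-through from a neighbour stays open. The nearest counted genes on its 2 sides fell (log2 fold changes of −1.252 and −1.80), but KGB56_02540, a tRNA gene next to it in the reference, has no counts here. A structural RNA that escaped rRNA depletion was not tested, and neither was a regulatory effect of the *∆pppD* deletion, and both stay open.

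KGB56_05325, a porin gene (1160611 to 1161912 on the chromosome), took 5.68 ± 1.27% of the counts in the WT, 1.22 ± 0.44% in *∆pppA*, 0.89 ± 0.18% in *∆pppE* and 0.021 ± 0.0012% in *∆pppD* (mean ± SD, n = 3). The log2 fold changes were −2.07 in *∆pppA* (SE 0.26, edgeR adjusted p 1.1e-06), −2.62 in *∆pppE* (SE 0.27, adjusted p 4.9e-08) and −7.75 in *∆pppD* (SE 0.34, adjusted p 1.6e-14). With 1 library left out they ran from −2.39 to −1.81 in *∆pppA* and from −7.95 to −7.50 in *∆pppD*, so no single culture decides the fall. Mean TPM was 35305 in the WT, 6900 in *∆pppA*, 5188 in *∆pppE* and 84.3 in *∆pppD*. The TPM rule did not call the gene in *∆pppA* or *∆pppE*. No test separated an effect of the missing products from a second mutation in a strain.

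In *∆pppA* against the WT, KGB56_25300 (HlyD family; 3.08, SE 0.24, edgeR adjusted p 3.3e-10; mean TPM 643.0 against 93.1) and KGB56_24115 (cadherin-like; 2.70, SE 0.25, adjusted p 6.2e-09; 2690 against 506.5) rose, the latter without a call by the TPM rule. KGB56_04390 (*argF*) had log2 fold changes of −8.98 in *∆pppA* (SE 0.33, edgeR adjusted p 2.7e-15; mean TPM 2.16 against 1325) and −8.796 in *∆pppE* (SE 0.32, adjusted p 2.6e-15; 2.63), and −8.69 in *∆pppD*. KGB56_01890 fell by 8.54 in *∆pppA* (SE 0.33, edgeR adjusted p 6.2e-15; mean TPM 5.31 against 2526), and was at −8.70 in *∆pppD* and −7.71 in *∆pppE*. In *∆pppD* and *∆pppE*, KGB56_25300 was at 2.80 and 2.28 and KGB56_24115 at −1.06 and 2.47. Counts this close to 0 in the mutant make the size of a fall uncertain, although not its direction. Loss of the DNA of these genes was not tested, because reads were not used here.

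In *∆pppD* against the WT, the branched-chain amino acid ABC permease genes KGB56_02095 (3.88, SE 0.23, edgeR adjusted p 2.4e-12; mean TPM 604.4 against 81.6) and KGB56_02090 (3.27, SE 0.22, adjusted p 2.2e-11; 411.4 against 84.9) rose, and KGB56_02160 fell by 9.04 (SE 0.29, adjusted p 2.7e-16; 0.89 against 908.8). The permease genes were at 2.05 and 1.71 in *∆pppA* and 1.65 and 1.44 in *∆pppE*, and KGB56_02160 at −7.82 and −7.86, so these changes were not limited to *∆pppD*. In *∆pppE* against the WT, KGB56_16250 (BA14K family; 2.95, SE 0.23, edgeR adjusted p 3.7e-10; mean TPM 1322 against 192.6) and the oxidoreductase gene KGB56_07990 (2.50, SE 0.19, adjusted p 3.2e-10; 239.1 against 46.9) rose, and the TPM rule called neither. In *∆pppA* they were at 0.91 and 1.66, and in *∆pppD* at −0.24 and 0.63. The biological reading of these changes was not tested here.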

How the results depend on the processing

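The settings that leave out KGB56_02545 and the tests built on them were chosen after the result was seen. Of 355 gene and comparison pairs, 0 had opposite signs between edgeR and another setting where either of them called the gene. Fold changes that neither called did change sign, such as that of KGB56_25440 in *∆pppD*. The status of called or not called was unchanged for 354 of the pairs with DESeq2, 342 with library size only, 315 with limma on log2(TPM + 1) and 294 with the TPM rule.

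Settings on TPM moved the counts most, and the TPM rule changes the test of each gene as well as the scaling. In *∆pppA* against WT, limma on log2(TPM + 1) called 203 upregulated and 1156 downregulated genes, and the TPM rule 95 and 578. The counts of the TPM rule therefore do not reflect scaling alone. With the TPM rule, *∆pppA* against WT had 95 upregulated genes, *∆pppD* 57, and *∆pppE* 92 with 473 downregulated, while *∆pppA* against *∆pppE* had 1 higher and 0 lower and *∆pppA* against *∆pppD* had 29 lower. The lists held 12 genes up and 5 down in *∆pppA* and *∆pppE* and NDE in *∆pppD*, 10 up in *∆pppA* and *∆pppE* and down in *∆pppD*, and 16 genes up in *∆pppD* and lower in *∆pppA*. Median log2 fold changes of all genes were −0.31 in *∆pppA*, −0.98 in *∆pppD*, −0.17 in *∆pppE*, −0.11 between *∆pppA* and *∆pppE*, and 0.69 between *∆pppA* and *∆pppD*. With DESeq2 they were 0.0149 in *∆pppA*, 0.0234 in *∆pppD* and 0.0413 in *∆pppE*.

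With library size only, *∆pppD* had 343 upregulated genes, *∆pppA* against *∆pppE* 11 higher, and 136 genes were up in *∆pppD* and lower in *∆pppA*. The medians were −0.18 in *∆pppA*, −0.35 in *∆pppD*, −0.0754 in *∆pppE*, −0.0644 between *∆pppA* and *∆pppE*, and 0.19 between *∆pppA* and *∆pppD*. With limma on log2(TPM + 1), upregulated genes numbered 203 in *∆pppA*, 101 in *∆pppD* and 184 in *∆pppE*, and 2412 were downregulated in *∆pppD*. *∆pppA* against *∆pppE* had 9 higher, *∆pppA* against *∆pppD* 1559 higher and 88 lower. The inverse lists held 1144 and 34 genes, and 21 were down in *∆pppA* and *∆pppE* and NDE in *∆pppD*.

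With the TPM rule without KGB56_02545, *∆pppA* had 113 upregulated and 529 downregulated genes, *∆pppE* 99 and 455, *∆pppA* against *∆pppE* 1 and 0, and *∆pppA* against *∆pppD* 231 and 293. The lists held 6, 41, 9 and 171 genes, in the order up and NDE, down and NDE, up and down, and down in *∆pppD* and higher in *∆pppA*. Medians were −0.22 in *∆pppA*, 0.13 in *∆pppD*, −0.12 in *∆pppE*, −0.0684 between *∆pppA* and *∆pppE*, and −0.33 between *∆pppA* and *∆pppD*. With library size without KGB56_02545, *∆pppA* against *∆pppD* had 856 lower genes, 376 were up in *∆pppD* and lower in *∆pppA*, and 2 were down in *∆pppA* and *∆pppE* and up in *∆pppD*. Medians were −0.14 in *∆pppA*, 0.14 in *∆pppD*, −0.0545 in *∆pppE*, −0.0484 between *∆pppA* and *∆pppE*, and −0.25 between *∆pppA* and *∆pppD*. The shifts in *∆pppD* follow by construction from the share of 1 gene, and the cause of the other shifts was not tested.

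At an adjusted p of 0.05 in edgeR, *∆pppA* against *∆pppE* had 32 higher genes. With 1 library left out, *∆pppA* against *∆pppE* ran from 8 (without *∆pppE* replicate 2 or 3) to 29 (without *∆pppE* replicate 1) higher and from 9 (without *∆pppA* replicate 1) to 36 (without *∆pppE* replicate 1) lower. Genes down in *∆pppA* and *∆pppE* and up in *∆pppD* ran from 0 to 1 (without WT replicate 1 or *∆pppD* replicate 3). The share of variance on PC1 ran from 51.3% (without WT replicate 1) to 58.6% (without *∆pppA* replicate 2) and that on PC2 from 26.9% (without *∆pppD* replicate 2) to 34.1% (without WT replicate 1). On log2(TPM + 1), the share of variance on PC1 was 64.2% and the share of variance on PC2 25.3%, and with unit-variance genes the share of variance on PC1 was 34.5%.

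Replicate numbers were checked for pairing. Libraries with the same number had correlations of −0.24 to 0.09 (median −0.03) over 18 pairs, so the numbers do not act as a block. With a replicate block in edgeR, *∆pppA* had 468 upregulated and 847 downregulated genes, *∆pppD* 569 and 1038, *∆pppE* 320 and 741.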

Differences from the paper's values

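The tests that leave out KGB56_02545 were chosen after the result was seen, and the other alternatives were set before the data were examined. Values by edgeR are given first and the paper's value second.

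edgeR called 1311 DE genes in *∆pppA* against WT and the paper 673 with TPM. The paper's own DESeq2 count for this comparison, given before it turned to TPM, was close to the edgeR value. edgeR called 24.7% of all genes there and the paper 13% with TPM. In *∆pppD* against WT edgeR gave 1.83 downregulated genes per upregulated gene and the paper 30. In *∆pppA* against *∆pppD* it gave 1.35 upregulated genes per downregulated gene and the paper 20. In *∆pppA* against *∆pppE* it called 17 higher and 22 lower genes and the paper 1 and 0. The lists held 53 genes up in *∆pppA* and *∆pppE* and NDE in *∆pppD* (the paper 12), 100 down (the paper 5), and 42 up in *∆pppA* and *∆pppE* and down in *∆pppD* (the paper 12). The TPM rule, set before the data were examined, removed every one of these differences, with 673 genes, 12.7%, 26.3 and 22.1 per gene, 1 and 0 genes, and lists of 12, 5 and 10. Limma on log2(TPM + 1) removed the differences in the 2 ratios (23.9 and 17.7) and no other. DESeq2, library size only, no low-count filter, the replicate block, fits of 2 strains and an adjusted p of 0.05 removed none. The total of inverse genes was 665 by edgeR and 446 in the paper, within the ratio of 1.5 used to call a difference, and 444 by the TPM rule.

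Log2 fold changes of the 29 genes of Table S5 and Table S6 differed for 29 genes in *∆pppD*, 17 in *∆pppA* and 7 in *∆pppE*, with a median of edgeR minus paper of 0.97, 0.29 and 0.16. In *∆pppD* against WT, edgeR and the paper gave 1.91 and 0.9 for KGB56_25290, 0.45 and −0.55 for KGB56_25440, 0.38 and −0.61 for KGB56_25450 and 0.0826 and −0.91 for KGB56_25435. The edgeR value and the paper's value were 0.66 and −0.32 for KGB56_07995, 1.60 and 0.64 for KGB56_22975, 0.77 and −0.22 for KGB56_23400 and 1.56 and 0.55 for KGB56_12375. For the next genes of *∆pppD* they were 1.32 and 0.34 for KGB56_04810, 1.35 and 0.39 for KGB56_25995, 1.44 and 0.49 for KGB56_13365 and 1.16 and 0.22 for KGB56_13360. Further pairs in *∆pppD* were 0.47 and −0.49 for KGB56_14760, 0.47 and −0.51 for KGB56_11125, 0.0188 and −0.96 for KGB56_20140 and 0.50 and −0.43 for KGB56_20790. Values of edgeR, then of the paper, were 0.42 and −0.56 for KGB56_20150, −2.92 and −3.9 for KGB56_00075, −1.43 and −2.39 for KGB56_04835 and −0.30 and −1.31 for KGB56_13020. The pairs that followed in *∆pppD* were −0.20 and −1.17 for KGB56_03310, −1.72 and −2.67 for KGB56_04840, −1.83 and −2.78 for KGB56_18890 and −2.36 and −3.28 for KGB56_21835. Values by edgeR and in the paper were −1.39 and −2.3 for KGB56_24120, −2.87 and −3.88 for KGB56_12395, −2.89 and −3.84 for KGB56_22365 and −3.32 and −4.24 for KGB56_24430. The last pairs in *∆pppD* were −1.29 and −2.24 for KGB56_16960. In *∆pppA* against WT, edgeR and the paper gave 2.07 and 1.78 for KGB56_25450, 2.06 and 1.78 for KGB56_25435, 1.87 and 1.57 for KGB56_07995 and 1.70 and 1.41 for KGB56_23400. The edgeR value and the paper's value were 1.54 and 1.25 for KGB56_04810, −1.83 and −2.12 for KGB56_11125, −1.64 and −1.93 for KGB56_20790 and 2.24 and 1.95 for KGB56_13020. For the next genes of *∆pppA* they were 1.97 and 1.68 for KGB56_03310, 1.97 and 1.68 for KGB56_04840, 1.82 and 1.54 for KGB56_18890 and 1.77 and 1.48 for KGB56_21835. Further pairs in *∆pppA* were 1.77 and 1.48 for KGB56_24120, 1.54 and 1.25 for KGB56_12395, 1.42 and 1.13 for KGB56_22365 and 1.34 and 1.04 for KGB56_24430. Values of edgeR, then of the paper, were 1.31 and 1.02 for KGB56_16960. In *∆pppE* against WT, edgeR and the paper gave −1.96 and −2.13 for KGB56_11125, −1.69 and −1.85 for KGB56_20140, 1.40 and 1.24 for KGB56_13020 and 1.27 and 1.1 for KGB56_03310. The edgeR value and the paper's value were 2.01 and 1.85 for KGB56_21835, 2.20 and 2.04 for KGB56_24120 and 1.63 and 1.47 for KGB56_12395. The TPM rule and limma on log2(TPM + 1) left 0 of the 29 differing in each mutant. Library size only left 28 in *∆pppD*, 3 in *∆pppA* and 1 in *∆pppE*. DESeq2 left 29, 24 and 10, no low-count filter and the replicate block left 29, 18 and 7, and fits of 2 strains left 29, 18 and 5.

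The TPM rule without KGB56_02545, chosen after seeing the values, moved the ratio in *∆pppD* to 1.79 and in *∆pppA* against *∆pppD* to 0.79, away from the paper's values. It held 4 of the paper's 12 upregulated genes of Table S5, 3 of its 5 downregulated genes, and 7 of the 12 genes of Table S6.

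In direction, the paper states that the 12 upregulated genes of Table S5 are NDE in *∆pppD*, and edgeR called 7 of them upregulated. It states that flagellar components are downregulated in *∆pppD*. There edgeR gave all 5 of the paper's genes a negative log2 fold change, the paper's direction, and called 1 of the 5. The wider flagellar set had a median of 0.29 (−0.59 with limma on log2(TPM + 1)). It states that *pppABC* are upregulated in *∆pppD* with DESeq2 and not with TPM, and edgeR called them upregulated. It states that upregulated genes outnumber downregulated genes in *∆pppA* against *∆pppD*. The same direction was found with edgeR (647 and 481), DESeq2 (660 and 490) and the TPM rule (640 and 29). It reversed only in the settings without KGB56_02545, chosen after seeing the data. These gave 231 and 293 with the TPM rule, and 458 and 856 with library size.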

Other observations

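Tests chosen after the result was seen were those without KGB56_02545, that of shared *∆pppD* libraries, and that of *∆pppD* alone differing from WT.

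The excess of downregulated genes in *∆pppD* against WT by the TPM rule is a composition effect to a large extent. Leaving out KGB56_02545 lowered the share of downregulated genes by 32.21 percentage points, and the share of higher genes in *∆pppA* against *∆pppD* by 51.58 points. In simulations of *∆pppD* against WT in which only KGB56_02545 changed, the TPM rule called a median of 1018.5 of 5312 genes downregulated (341 to 2248), and edgeR and the TPM rule without the gene called 0. The ratios from which the paper proposes that PB may mainly activate and PA may inhibit therefore rest on a scaling that 1 gene can produce, although edgeR still called more genes downregulated than upregulated in *∆pppD* (1044 and 571). In *∆pppA* against WT the share fell by only 3.485 points, so this gene is excluded as the main cause there, and the cause was not tested. For *pppABC* in *∆pppD*, the median on TPM without the gene differed from that of DESeq2 by 0.1041, so the gap between DESeq2 and TPM is likely the same effect and does not by itself make the DESeq2 calls false positives. The reporter assay itself was not analysed here. Relative measures without spike-ins cannot tell whether total mRNA per cell changed, so a true fall of most transcripts in *∆pppD* remains possible and untested.

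In simulations of *∆pppA* against WT with 200 changed genes, edgeR recovered 194 and library size only 196 (5257 genes tested), DESeq2 193 and limma 192 (5312 genes), and the TPM rule 0 with 0 calls in all. The TPM rule tests each gene on 3 against 3 values alone, so a short list from it is weak evidence that few genes change, as for *∆pppA* against *∆pppE*.

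The genes downregulated in *∆pppD* against WT and higher in *∆pppA* than in *∆pppD* numbered 448 with edgeR. With 1 *∆pppD* library against WT and the other 2 against *∆pppA*, so that no *∆pppD* library was in both comparisons, edgeR called 423 to 432 such genes over the 3 divisions, of which 404 to 418 were among the 448. The spread for the single library came from the replicates of the other groups. Most of these genes therefore do not depend on sharing the *∆pppD* libraries. On TPM without KGB56_02545, the number in this direction was 39.95% of that on deposited TPM (171 against 428), while the other direction rose from 16 to 153, and both together went from 444 to 324. Of the edgeR genes, 67.41% were not called between *∆pppA* and WT, which is not the same as no change. A change in *∆pppD* alone and opposing effects of PA and PB cannot be told apart by this, since *∆pppD* has PA without PB and *∆pppA* has neither, so that both put such genes near WT in *∆pppA*. Simulations of *∆pppD* against WT and *∆pppA* against *∆pppD* in which only *∆pppD* changed held *∆pppA* at the WT mean. Most genes lower in *∆pppD* therefore entered this list by construction. The simulations gave 964 to 993 such genes with edgeR (5312 genes simulated), against the 448 found, and 1071 to 1540 with the TPM rule, against 428. These counts do not favour either reading. A change in *∆pppD* alone does not cover the 52 of the 448 genes that were upregulated or the 94 that were downregulated in *∆pppA* against WT. It does not cover the 42 genes upregulated in *∆pppA* and *∆pppE* and downregulated in *∆pppD* either.

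For each of the 5 comparisons, 1 of the 10 splits of the 6 libraries, the real one, had as many edgeR calls, and the next largest had 0. With 10 splits the smallest fraction is 0.10, so chance is not excluded by this test alone. Apart from *∆pppA* against *∆pppE*, the comparisons had 1066 to 1615 calls. In 20 simulations with all strains at the WT mean, edgeR called at most 1 gene higher or lower. Log2 distances between libraries were 1.14 to 1.70 in these comparisons and 0.39 to 0.50 within strains. These values argue against chance there. Between *∆pppA* and *∆pppE* the distances (0.45 to 0.63) overlapped those within strains.

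The set of 4 genes whose product names a ribosomal protein, of which KGB56_15925 is a methyltransferase, had median log2 fold changes of −0.64 in *∆pppA*, −0.17 in *∆pppD* and −0.90 in *∆pppE* (limma camera adjusted p 0.22, 0.97 and 0.12, fry adjusted p 0.0012, 0.59 and 0.00058). Type VI secretion genes (9) had medians of 0.12, −0.0695 and 0.24, with 2 called downregulated in each mutant (limma camera adjusted p 0.70, 0.70 and 0.79, fry adjusted p 9.5e-07, 5.8e-07 and 5.8e-07, downward). Camera compares a set with the other genes, and fry tests the set by itself. They differed for the type VI secretion set in each mutant and for the ribosomal protein set in *∆pppA* and *∆pppE*. For the ribosomal protein set in *∆pppD* neither found a change. Genes whose product was given only as a symbol could not enter either set. The results therefore do not speak for ribosomal protein or type VI secretion genes as a class.

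Median log2 fold changes differed between replicons. On the chromosome they were −0.10 in *∆pppA*, −0.08 in *∆pppD* and −0.06 in *∆pppE*. On pAb134-04 they were 0.60, 0.33 and 0.50, and on pAb134-05 0.50, 0.41 and 0.49. The other plasmids were at 0.24, 0.18 and 0.24 (pAb134-01), 0.26, 0.19 and 0.20 (pAb134-02) and 0.24, 0.17 and 0.41 (pAb134-03). The cause was not tested.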
